# ZFP90 drives the initiation of colitis-associated colorectal cancer via a microbiota-dependent strategy

**DOI:** 10.1080/19490976.2021.1917269

**Published:** 2021-05-05

**Authors:** Ji-Xuan Han, Zhi-Hang Tao, Yun Qian, Chen-Yang Yu, Jialu Li, Zi-Ran Kang, Shiyuan Lu, Yuanhong Xie, Jie Hong, Haoyan Chen, Ying-Xuan Chen, Jing-Yuan Fang

**Keywords:** ZFP90, gut microbiota, colitis-associated colorectal cancer, gut barrier, *prevotella copri*

## Abstract

Chronic inflammation and gut microbiota dysbiosis are risk factors for colorectal cancer. In clinical practice, patients with inflammatory bowel disease (IBD) have a greatly increased risk of developing colitis-associated colorectal cancer (CAC). However, the underlying mechanism of the initiation of CAC remains unknown. Systematic analyses using an existing genome-wide association study (GWAS) and conditional deletion of *Zfp90* (encoding zinc finger protein 90 homolog) in a CAC mouse model indicated that *Zfp90* is a putative oncogene in CAC development.

Strikingly, depletion of the gut microbiota eliminated the tumorigenic effect of *Zfp90* in the CAC mouse model. Moreover, fecal microbiota transplantation demonstrated that *Zfp90* promoted CAC dependent on the gut microbiota. Analysis of 16s rDNA sequences in fecal specimens from the CAC mouse model allowed us to speculate that a *Prevotella copri*-defined microbiota might mediate the oncogenic role of *Zfp90* in the development of CAC. Mechanistic studies revealed *Zfp90* accelerated CAC development through the TLR4-PI3K-AKT-NF-κB pathway. Our findings revealed the crucial role of the *Zfp90*-microbiota-NF-κB axis in creating a tumor-promoting environment and suggested therapeutic targets for CAC prevention and treatment.

## Introduction

Colorectal cancer (CRC) ranks as the third most common cancer and the second leading cause of cancer-related death worldwide.^1,2^ The development of CRC is influenced by multiple factors, which include genetic predisposition, dysbiosis of the gut microbiota, and environmental factors.^3,4^ Previous research showed that chronic inflammation could accelerate the development of CRC.^5^ In the clinical scenario, patients with inflammatory bowel disease (IBD) are predisposed to CRC, and colitis-associated colorectal cancer (CAC) has been recognized as a challenging complication in this population.^6,7^ A fundamental understanding of the evolutionary process underpinning carcinogenesis is vital to optimize the management of CAC risk in patients with IBD.

Genome-wide association study (GWAS) is an observational study of a genome-wide set of genetic variants in different individuals that allows the identification of disease susceptibility variants. Results from GWAS have been overlapped to identify potential pluripotent genes that are involved in diseases such as obesity and cardiovascular disease.^8–10^ GWAS and subsequent fine-mapping research have identified more than 50 genetic susceptibility loci for CRC^11^ and more than 240 susceptibility loci for IBD.^12^ Given the well-known association between IBD and CRC, exploring shared molecular pathways between the two diseases by taking advantage of existing GWAS might provide novel therapeutic targets for CAC prevention and treatment.^13^

Accumulating evidence shows that dysfunction of the gut barrier contributes to the development of both IBD and CRC.^14,15^ The monolayered gut epithelium, together with goblet cell-derived mucins and Paneth cell-derived antimicrobial peptides, forms a physical and biochemical barrier that segregates the intestinal content and the host immune system. Breach of intestinal barrier can lead to increased infiltration of molecules such as lipopolysaccharide (LPS), which then abnormally activates the host immune system, resulting in an inflammatory microenvironment. Thus, increased intestinal permeability is emerging as one of the hallmarks of CAC.^15,16^

The microbiota plays a major role in human health and diseases, including CRC and IBD. Many factors, including host genetics and external factors, such as diet, lifestyle, and medication, can affect the composition of the gut microbiota. Host genetics define the chemical and physical landscape in which the gut microbiota resides^17^ and genetic variations between individuals can result in significant differences in the gut microbiota.^18,19^ Many studies have found that the effects of certain genes on disease progression are partly mediated by modulating the intestinal microbiota.^20–23^ Additionally, as part of the gut barrier, the distribution and structure of tight junction proteins have been shown to be modified by the gut microbiota.^24–26^

In the present study, through overlapping findings from GWAS, we found that *ZFP90* (encoding zinc finger protein 90 homolog) is associated with the development of CAC. We verified that deletion of *Zfp90* in the mouse colonic epithelium reduced CAC formation. We showed that *Zfp90*^ΔIEC^ mice (conditional deletion of *Zfp90* in intestinal epithelial cells (IECs)) exhibited a better gut barrier function and milder inflammation upon azoxymethane and dextran sulfate sodium (AOM-DSS) treatment. Furthermore, we confirmed that the protective role of *Zfp90* deletion in AOM-DSS-induced CAC is dependent on the gut microbiota.

## Results

### ZFP90 *is associated with CRC and IBD and* Zfp90*^ΔIEC^ mice are less susceptible to AOM-DSS-induced CAC*

To identify a gene that might play a crucial role in the progression of CAC, we first searched HaploReg to explore candidate regulatory single nucleotide polymorphisms (SNPs) for CRC and IBD.^27^ Sixty-nine SNPs responsible for CRC and 386 SNPs responsible for IBD were identified. We then located the susceptibility loci of these SNPs using the UCSC Genome Browser.^28^ In total, 46 CRC susceptibility loci and 166 IBD susceptibility loci were identified. Among them, 16 loci were coincident (Figure 1a). To identify potential target genes regulated by the SNPs at these 16 loci, we performed electronic quantitative trait locus (eQTL) analyses in the Genotype-Tissue Expression (GTEx) portal and identified 13 candidate genes^29^ (Figure 1b). To seek genes that were differentially expressed in the process of AOM-DSS-induced CAC, the expression profile GSE44904 was obtained from the Gene Expression Omnibus (GEO) database.^30,31^ With the thresholds of adjusted *P* < .01 and |log-fold change (FC)| > 1, 918 genes were found to have significantly differential expression between AOM-DSS-induced CAC and the controls (Supplementary SFigure 1a). Next, we combined these differentially expressed genes with the 13 candidate genes mentioned above to discover the genes that are likely to play an important role in the initiation of CAC. After overlapping, *ZFP90* was the only gene that appeared in both clusters (Figure 1c). Expression profile GSE44904 showed that *Zfp90* expression increased during AOM-DSS treatment, indicating a potential oncogenic role of this gene (Supplementary SFigure 1b). Therefore, we chose *Zfp90* as the candidate biological target gene and explored its underlying mechanisms in the development of CAC.

**Figure 1.**
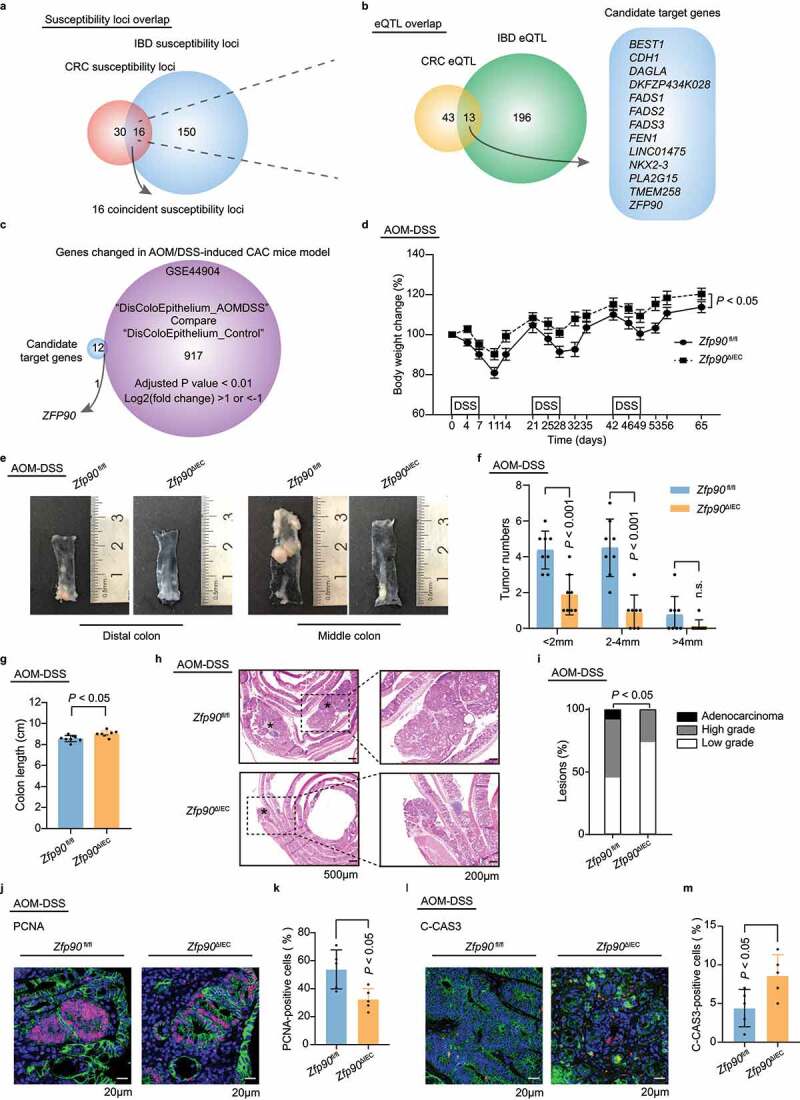
***ZFP90* is associated with CRC and IBD and *Zfp90*^ΔIEC^ mice are less susceptible to AOM-DSS-induced CAC a** Venn diagram showing the chromosome loci accounting for CRC (46 loci), IBD (166 loci), and both (16 loci). **b** Venn diagram showing the genes regulated by CRC-related SNPs (56 genes), IBD-related SNPs (209 genes), and both (13 genes). **c** *ZFP90* was identified after overlapping 13 candidate target genes with genes differentially expressed during AOM-DSS treatment (918 genes). **d** The body weight of *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice was recorded throughout the experiment and was expressed as the ratio relative to the initial weight before DSS treatment (n = 8 per group). **e** Representative images of distal and middle colons in AOM-DSS-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. **f** Tumor distribution in *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (n = 8 per group). **g** Colon length in *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice at the end of the experiment (n = 8 per group). **h** Representative H&E staining of colon tumors from *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. * tumors. **i** Proportion of low-grade dysplasia, high-grade dysplasia, and adenocarcinoma in the colons. **j** Representative immunofluorescence staining of the PCNA protein in tumor tissues from *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. Sections were stained with DAPI (blue), CDH1 (green) and PCNA (red). **k** The percentage of PCNA-positive tumor cells was quantified (n = 5 per group). **l** Representative immunofluorescence staining of C-CAS3-positive cells in tumor tissues from *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. Sections were stained with DAPI (blue), CDH1 (green) and C-CAS3 (red). **m** The percentage of C-CAS3-positive tumor cells was quantified (n = 5 per group). Data with error bars represent the mean ± SD. Each panel is a representative experiment of at least three independent biological replicates. Two-way ANOVA (d, f), nonpaired two-tailed t-test (g, k, m), Fisher’s exact test (i)

To corroborate the role of intestinal ZFP90 in the development of CAC, *Zfp90* was conditionally knocked out in the mouse IECs to generate IEC-specific *Zfp90* deficient mice (*Zfp90*^ΔIEC^). The morphology of the colonic epithelium was similar between *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. (Supplementary SFigure 1c). *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice were housed separately by genotypes after weaning. Mono-housed male *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice were then treated with one dose of AOM followed by three cycles of feeding water containing DSS to induce a CAC model in a specific-pathogen-free (SPF) environment (Supplementary SFigure 1d). The *Zfp90*^ΔIEC^ mice exhibited less weight loss than the *Zfp90*^fl/fl^ mice during AOM-DSS treatment (Figure 1d). At the end of the experiment, the whole colon of each mouse was dissected for measurement. Compared with the *Zfp90*^fl/fl^ mice, the *Zfp90*^ΔIEC^ mice showed reduced numbers of colorectal tumors in the distal and middle region, their tumors were smaller (Figure 1(e, f) **and** Supplementary SFigure 1e), and milder colitis was characterized by a longer colon length (Figure 1g). In addition, the spleens were smaller in the AOM-DSS-treated *Zfp90*^ΔIEC^ mice than in the *Zfp90*^fl/fl^ mice, indicating alleviation of systemic inflammation in the *Zfp90*^ΔIEC^ mice (Supplementary SFigure 1f). Although dysplasia was observed in both the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice, high-grade dysplasia was more common in the *Zfp90*^fl/fl^ mice. Notably, adenocarcinoma invasion into the submucosa was only observed in the *Zfp90*^fl/fl^ mice (Figure 1(h, i). Proliferative activities were assessed, and reduced proliferation and increased apoptosis were detected in the *Zfp90*^ΔIEC^ mice, as shown by lower percentages of proliferating cell nuclear antigen (PCNA)-positive cells (Figure 1(j, k)) and higher numbers of cleaved caspase3 (C-CAS3)-positive cells (Figure 1(l, m)).

herefore, we explored whether *Zfp90* deletion had an impact on the intrinsic response to inflammatory stimuli. Mono-housed *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice were given one period of DSS solution for 7 days and then transferred to autoclaved water for 5 days to induce an acute colitis model. Similarly, the *Zfp90*^fl/fl^ mice exhibited more weight loss (Supplementary SFigure 1g) and a shorter colon length (Supplementary SFigure 1h) compared with those of the *Zfp90*^ΔIEC^ mice under DSS-induced acute colitis.

According to our previous study,^32^ a SNP residing in the intron of *CDH1* (encoding cadherin 1) could mediate a long-range regulation on *ZFP90*. Therefore, we could not exclude the possibility that the expression of *CDH1* might also be regulated by *ZFP90* because of their proximity, and such modulation might mediate the protective role of *ZFP90* deletion, considering the importance of *CDH1* in IBD and CRC.^33,34^ We thus tested the expression level of CDH1 in naïve and AOM-DSS-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. However, no differences in the mRNA and protein levels of CDH1 were found in colon tissues of the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (Supplementary SFigure 1i, j). This observation suggested that *Cdh1* is not involved in the phenotypic differences between *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice.

### Zfp90 *deletion in IECs improves the gut barrier and alleviates local inflammation during CAC development*

Given the importance of barrier dysfunction in the development of IBD and CRC, we evaluated the gut permeability in mono-housed AOM-DSS-treated *Zfp90*^fl/fl^ anfd *Zfp90*^ΔIEC^ mice using fluorescein isothiocyanate (FITC)-dextran. The *Zfp90*^fl/fl^ mice displayed higher gut permeability compared with the *Zfp90*^ΔIEC^ mice under AOM-DSS treatment, as shown by more FITC-dextran leakage into the circulation (Figure 2a). We also assessed gut-derived LPS levels in the serum of AOM-DSS-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. Consistently, the *Zfp90*^fl/fl^ mice exhibited markedly increased LPS translocation compared with the *Zfp90*^ΔIEC^ mice (Figure 2b). To determine whether gut microbes can traverse the impaired gut barrier in *Zfp90*^fl/fl^ mice, we performed fluorescence *in situ* hybridization (FISH) using a bacterial 16S probe to visualize the bacteria-mucus-epithelium interface. More bacteria were found to be in direct contact with the epithelial cells, or even reached deep down into the crypts through the mucus in *Zfp90*^fl/fl^ mice compared with those in the *Zfp90*^ΔIEC^ mice (Figure 2c). Tight junctions, as part of the gut barrier composition, connect adjacent IECs and regulate gut permeability.^35^ We found that zona occludens 1 (ZO-1) was expressed at a lower level in both the non-neoplastic and neoplastic colon tissue of the *Zfp90*^fl/fl^ mice treated with AOM-DSS compared with that in the *Zfp90*^ΔIEC^ mice (Figure 2(d, e). Additionally, ZO-1 could be visualized with a tight honeycomb-like staining pattern in the non-neoplastic colon tissue of the *Zfp90*^ΔIEC^ mice. Whereas disorganized structures were observed in the neoplastic colon tissue of *Zfp90*^ΔIEC^ mice and the non-neoplastic colon tissue of *Zfp90*^fl/fl^ mice. Notably, ZO-1 was almost invisible in the neoplastic colon tissue of *Zfp90*^fl/fl^ mice (Figure 2f). Collectively, these results demonstrated that conditional deletion of *Zfp90* in the intestines can alleviate the impaired gut barrier induced by AOM-DSS treatment.

**Figure 2.**
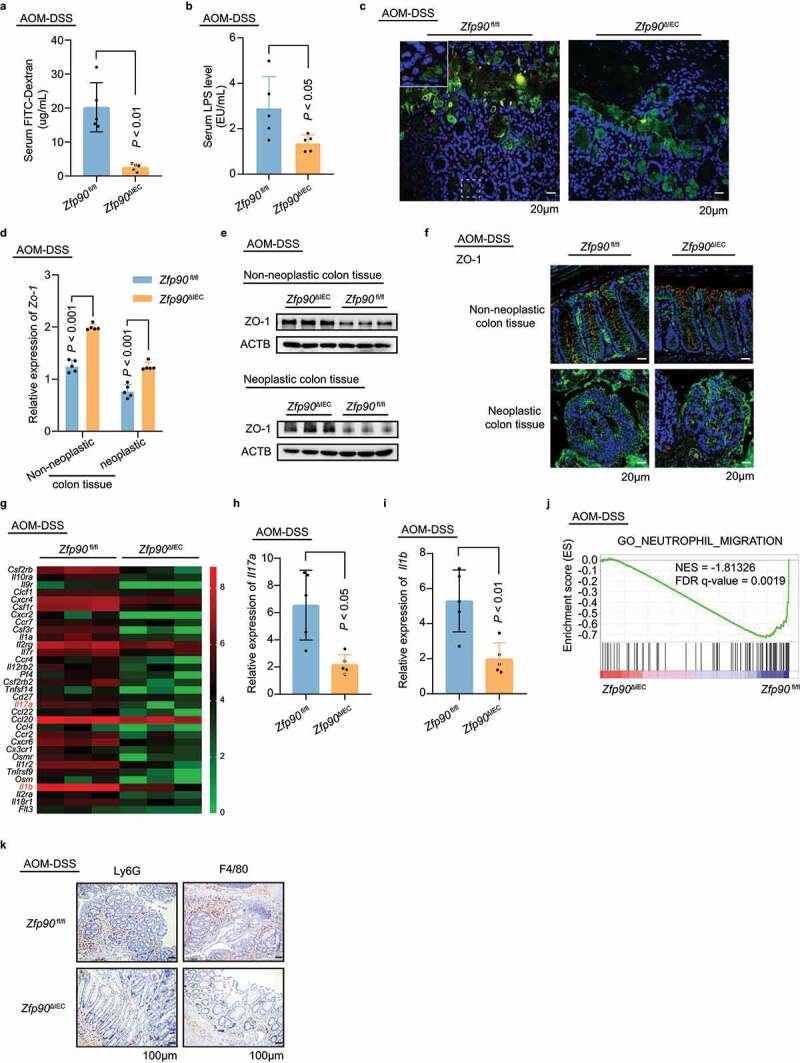
*Zfp90* deletion in IECs improves the gut barrier and alleviates local inflammation during CAC development

The barrier function was also evaluated in the acute colitis model by testing FITC-dextran and LPS level in the serum of the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (Supplementary SFigure 2a, b). Consistent with the CAC model, the *Zfp90*^fl/fl^ mice showed more FITC-dextran leakage and increased LPS translocation than the *Zfp90*^ΔIEC^ mice under DSS treatment. Moreover, the level of *Zo-1* was decreased in colon tissue of the DSS-treated *Zfp90*^fl/fl^ mice as compared with that in the *Zfp90*^ΔIEC^ mice (Supplementary SFigure 2c).

The gut barriers in the AOM-DSS-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice showed different stabilities; therefore, we decided to determine the extent of colon inflammation in the two groups. 

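The colon epithelium of 3 *Zfp90* fl/fl mice and 3 *Zfp90* ΔIEC mice was sequenced after AOM-DSS treatment, in which the carcinogen azoxymethane is followed by cycles of dextran sulfate sodium, a compound that injures the colon. *Zfp90* itself, the gene deleted in the intestinal epithelium of the *Zfp90* ΔIEC mice, was measured at 0.630, 0.490 and 0.569 FPKM (fragments per kilobase of transcript per M mapped fragments) in *Zfp90* fl/fl replicates 1, 2 and 3, and at 0.0846, 0.195 and 0.166 FPKM in *Zfp90* ΔIEC replicates 1, 2 and 3. Its log2 fold change was -0.44 (standard error 0.0565, adjusted p = 0.123 from limma with Benjamini-Hochberg adjustment) in a test without a filter on low values, since *Zfp90* lay below the filter used for the other genes. The log2 ratio of its mean FPKM was -1.92. The treatment was an injection of 10 mg/kg azoxymethane and 3 cycles of 7 days of dextran sulfate sodium and 14 days of regular water, and the mice were euthanized on day 80. The paper gives 2.5% dextran sulfate sodium and mice of 8 weeks, whereas the sample labels give 2% and 6 to 8 weeks. The authors sequenced paired-end reads of 150 bp, mapped them with TopHat and estimated expression with Cuffdiff, and the deposited value of each gene in each mouse is an FPKM, a unit normalized for transcript length and for depth. The number of fragments per sample is not part of these values, and the paper states no depth for the RNA-seq. An estimate from the smallest steps between low values was 25.6, 28.2 and 28.2 M fragments in *Zfp90* fl/fl replicates 1, 2 and 3 and 27.4, 28.6 and 27.8 M in *Zfp90* ΔIEC replicates 1, 2 and 3. The FPKM values summed to 439684, 430000 and 436693 in the *Zfp90* fl/fl samples and to 439732, 445615 and 446674 in the *Zfp90* ΔIEC samples. Each file listed 52550 genes. From there, values were transformed to log2(FPKM + 1), genes with at least 1 FPKM in at least 3 samples were kept, and the genotypes were compared with limma, which borrows information on the spread across genes. A pseudocount of 1 makes a fold change of a gene below a few FPKM smaller than the ratio of its means.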

RNA sequencing (RNA-seq) of the colon epithelium was conducted and the transcriptomes of the two groups were compared. 

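The transcriptomes were compared over the 11564 genes that passed the filter, each centred and scaled. The Euclidean distance between samples of different genotype was 158 ± 9.55 (SD, n = 9 pairs), against 134 ± 5.21 (SD, n = 3 pairs) within the *Zfp90* fl/fl mice and 151 ± 12.3 (SD, n = 3 pairs) within the *Zfp90* ΔIEC mice. The mean distance between genotypes was 1.11 times the mean distance within a genotype (one-sided exact permutation test over the 10 splits of the samples, p = 0.1, the smallest p that 3 mice against 3 allow). Of the alternatives, genes centred but not scaled moved this ratio most, to 1.18. The first principal component carried 30.4% of the variance and put the *Zfp90* fl/fl samples at -67.6, -46.9 and -36.9 and the *Zfp90* ΔIEC samples at 24.6, 83.1 and 43.8. The second component carried 25.1% and did not separate the genotypes. Correlations across genes between pairs of samples were between 0.980 and 0.990.

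**Figure D1:**
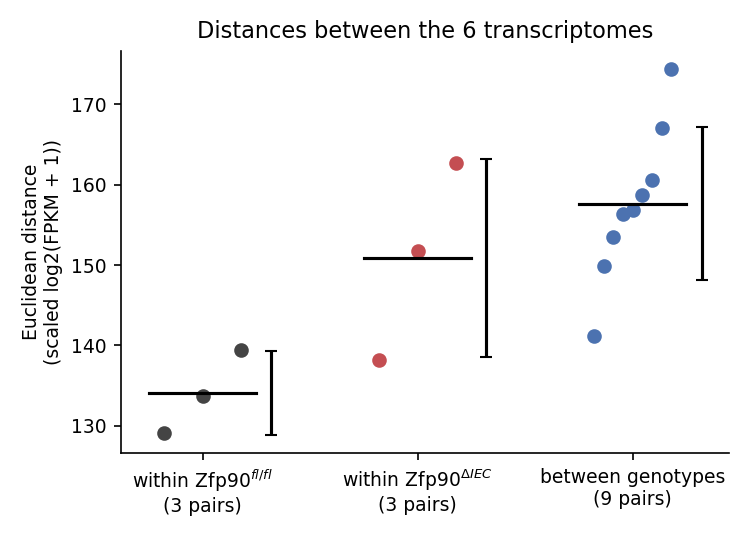
Euclidean distance between each pair of the 6 transcriptomes, in units of scaled log2(FPKM + 1), for pairs within each genotype and between genotypes. Points are pairs, horizontal lines are means and bars are ± SD. The lowest distance between genotypes, 141, lies within the range of the *Zfp90* ΔIEC pairs.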

Principal component analysis (PCA) showed that the transcripts were separately clustered according to genotype (Supplementary SFigure 2d). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that the genes differentially expressed between the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice could be categorized into 27 pathways related to the immune system, signal transduction, and cancers (Supplementary SFigure 2e), such as the “Cytokine-cytokine receptor interaction”, “Inflammatory bowel disease (IBD)” and “NF-κB signaling pathway”. 

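Of the 11564 genes tested, 23 had an adjusted p-value under 0.05 in limma, 15 lower and 8 higher in the *Zfp90* ΔIEC mice, and 1694 had an unadjusted p under 0.05. With the replicate number as a block, 47 genes passed, 28 lower and 19 higher, and 18 of them were among the 23. The paper does not state what mice with the same number share, so this pairing and the results of the block may be arbitrary. Samples with the same replicate number deviated from their group means with a correlation across genes of 0.19, 0.11 and 0.08, a mean of 0.127. The mean for samples with different numbers was -0.064. It is no separate reference, since deviations cancel within a group and largely set it. The alternative that lowered the number most was a threshold of an adjusted p under 0.01 with an absolute log2 fold change over 1, which left 6 genes. The groups did not overlap in 2467 genes, 21.3% of those tested, where chance gives 10%. Among the genes past the threshold with a mean of at least 5 FPKM, the largest fall was that of *Reg3b*, from 1172 ± 674 FPKM (SD, n = 3 mice) to 41.3 ± 19.1 FPKM (SD, n = 3). *Reg3b* passed in 1 of the 6 fits that each left out a mouse, which had no block, and its standard error fell from 0.557 to 0.108 with the replicate block (adjusted p = 0.0434 without and 0.00181 with the block, from limma). Among the same genes *Mt1* had the largest rise, from 44.8 ± 6.17 FPKM (SD, n = 3) to 303 ± 14.6 FPKM (SD, n = 3). The KEGG pathways were not used here. A rule on gene symbols took their place for cytokines, chemokines and their receptors, and 1 of 60 such genes was past the threshold and lower in the *Zfp90* ΔIEC mice, against 14 of 11504 other genes, an odds ratio of 13.9 (two-sided Fisher's exact test, p = 0.0751). In the fit with the replicate block, the odds ratio was 7.20 (Fisher's exact test, p = 0.136), and with a mouse left out it ran from 0 to 97.5.

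**Figure D2:**
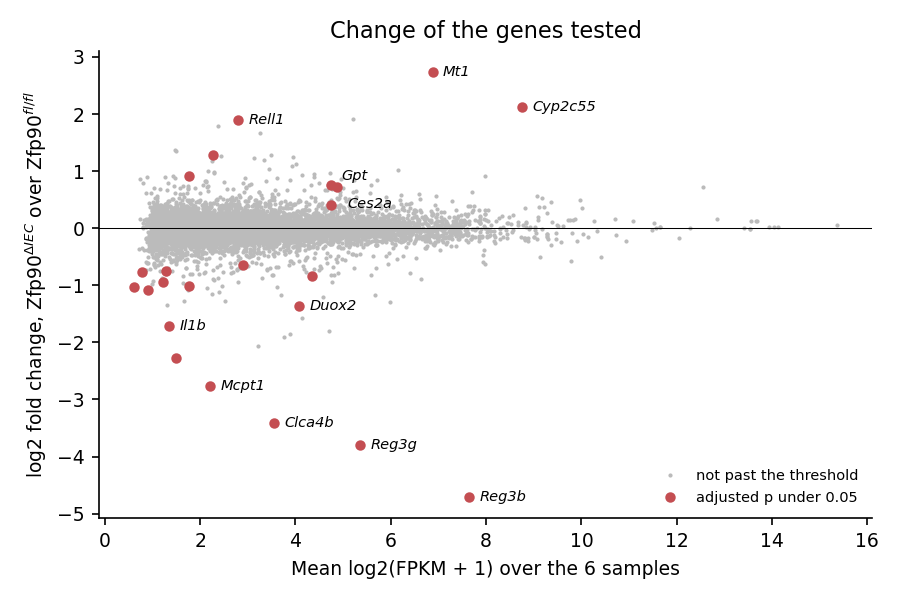
Log2 fold change of *Zfp90* ΔIEC over *Zfp90* fl/fl on the scale of log2(FPKM + 1) against the mean log2(FPKM + 1) over the 6 samples. Each point is a gene, the 23 genes with an adjusted p under 0.05 are in red, and named points include *Reg3b* at -4.70 and *Mt1* at 2.74.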

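Figure 2g names 33 cytokine and receptor genes. All 33 had a lower mean FPKM in the *Zfp90* ΔIEC mice, and in 32 of them the samples of the genotypes did not overlap. Chance gives 10% for genes not chosen on these data, which these were. The genes were expressed at low levels, with a median of 0.195 FPKM over the gene means of the *Zfp90* fl/fl mice and 0.0462 FPKM in the *Zfp90* ΔIEC mice, or medians of about 11.0 and 1.79 estimated fragments per gene and sample. In the *Zfp90* ΔIEC mice, 12 genes were listed at 0 in at least 1 sample. The filter left 3 of the 33 genes, of which 1, *Il1b*, had an adjusted p under 0.05 over all genes tested, as it did in the fit with the replicate block, and 3 passed when the adjustment covered the list alone. Without the filter, 2 genes passed over all genes, *Il1b* and *Csf3r*, and 33 over the list alone, which shows no stability because the paper chose the list on these data. *Il1b* (ENSMUSG00000027398, chromosome 2 of GRCm38, 129364570 to 129371139) was at 3.65 ± 0.551 FPKM (SD, n = 3 mice) in the *Zfp90* fl/fl mice and at 0.415 ± 0.187 FPKM (SD, n = 3) in the *Zfp90* ΔIEC mice. Its log2 fold change was -1.72 (standard error 0.131, adjusted p = 0.00823 from limma), with an adjusted p of 0.0377 with the block, and stayed between -1.81 and -1.60 with each mouse left out in turn. *Il17a* (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) was at 0.747 ± 0.105 FPKM (SD, n = 3) and 0.0611 ± 0.0530 FPKM (SD, n = 3), a log2 fold change of -0.72 (standard error 0.0642) that did not pass the threshold without the filter (adjusted p = 0.0589 from limma) nor with the block (adjusted p = 0.291). With a filter at 0.1 FPKM, chosen after values were seen, *Il17a* passed (adjusted p = 0.0260 from limma, in a range of 0.0260 to 0.291 over its alternatives). Of the other genes, the largest changes on the scale of log2(FPKM + 1), which favours genes with higher FPKM, were those of *Ccl20*, from 4.29 ± 1.03 to 2.04 ± 0.672 FPKM (log2 fold change -0.80, standard error 0.193, adjusted p = 0.134 from limma), *Il1r2*, from 0.806 ± 0.0412 to 0.128 ± 0.109 FPKM (-0.68, standard error 0.0797, adjusted p = 0.114), and *Cxcr6*, from 0.725 ± 0.173 to 0.126 ± 0.0445 FPKM (-0.61, standard error 0.0842, adjusted p = 0.147; SD, n = 3 each), *Il1r2* and *Cxcr6* again without the filter. The FPKM of the 33 genes summed to 17.9 ± 0.718 (SD, n = 3) in the *Zfp90* fl/fl mice and 5.00 ± 1.28 (SD, n = 3) in the *Zfp90* ΔIEC mice (two-sided exact permutation test, p = 0.1, the smallest possible). Marker genes of leukocytes outside Figure 2g were also lower, with summed FPKM of 79.1 ± 14.5 (SD, n = 3) and 53.4 ± 7.87 (SD, n = 3). Having measured gut barriers of different stability in the groups, the paper takes the expression of these genes as a measure of the extent of colon inflammation.

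**Figure D3:**
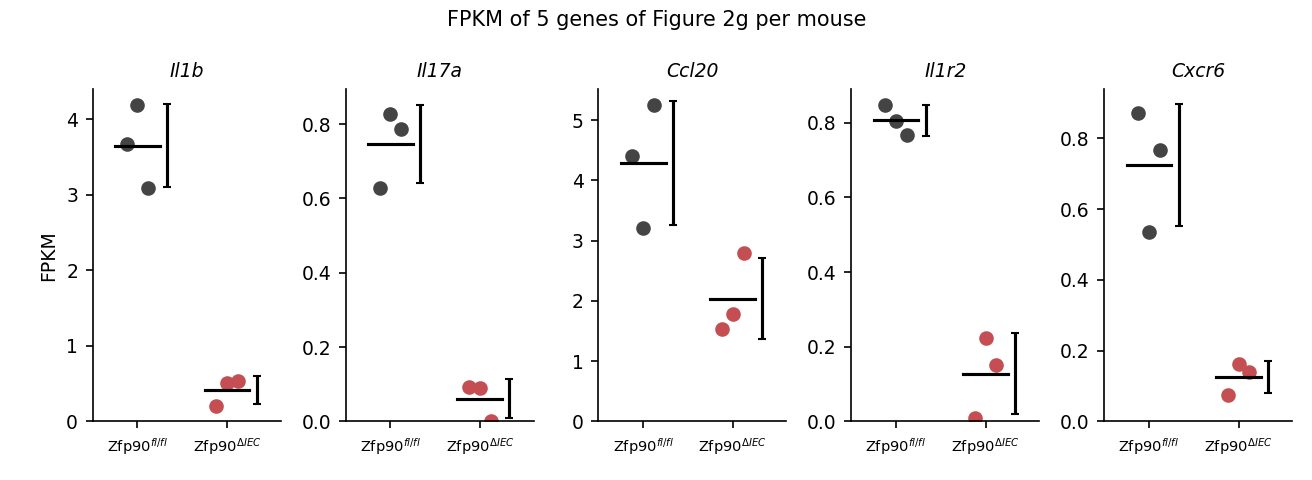
FPKM of *Il1b*, *Il17a*, *Ccl20*, *Il1r2* and *Cxcr6* in each mouse, by genotype, on axes that start at 0. Points are mice, horizontal lines are means and bars are ± SD. In each of the 5 genes every *Zfp90* ΔIEC mouse lies below every *Zfp90* fl/fl mouse.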

Gene expression in the “Cytokine-cytokine receptor interaction” pathway clearly showed milder colonic inflammation in the *Zfp90*^ΔIEC^ mice compared with that in the *Zfp90*^fl/fl^ mice (Figure 2g). The decreased expression of *Il17a* (encoding interleukin 17A (IL17A)) and *Il1b* (encoding interleukin 1 beta (IL1β)) in the colon epithelium of AOM-DSS-treated *Zfp90*^ΔIEC^ mice were also confirmed using real-time PCR (Figure 2(h, i)). Gene set enrichment analysis (GSEA) revealed that the gene sets related to GO_NEUTROPHIL_MIGRATION were enriched in the *Zfp90*^fl/fl^ mice (Figure 2j). Accordingly, our immunohistochemistry analysis of lymphocyte antigen 6 complex locus G6D (LY6G) showed higher abundance of neutrophil infiltration in colon segments from the *Zfp90*^fl/fl^ mice (Figure 2k, Supplementary SFigure 2f). 

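The gene set itself was not used here, and a list of 68 neutrophil migration genes took its place. Of these, 25 passed the filter and 17 of the 25 had a log2 fold change below 0 in the *Zfp90* ΔIEC mice. Preranked enrichment with fgsea on limma's moderated statistic gave a normalized enrichment score of -1.63 (unadjusted permutation p = 0.0150), where a negative score means lower expression in the *Zfp90* ΔIEC mice, and -1.57 (permutation p = 0.0279) in the fit with the replicate block. Without the filter, 65 genes gave a score of -2.59 (fgsea permutation p = 2.5e-12). The permutation p-values of fgsea compare the list with random sets of genes, not with other splits of the mice. They therefore do not measure the spread between mice, and genes that vary together can make them too small. With the filter and without the gene shared with Figure 2g, *Il1b*, the remaining 24 genes gave -1.22 (permutation p = 0.208). The list without the Figure 2g genes was not tested without the filter. The next lowest gene of the list, *Cd177*, fell by 1.30 on the log2 scale (standard error 0.187, adjusted p = 0.0638 from limma).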

Additionally, increased infiltration of macrophages was also detected in lesions from the colons of the *Zfp90*^fl/fl^ mice using F4/80 (also known as EGF module-containing mucin-like receptor) staining (Figure 2k, Supplementary SFigure 2g).

Taken together, these data revealed that the *Zfp90*^ΔIEC^ mice possessed a relatively integral gut barrier upon AOM-DSS treatment, compared with the *Zfp90^f^*^l/fl^ mice. A better gut barrier function reduced the translocation of small molecules such as LPS and even gut bacteria themselves, thus leading to an overall milder inflammatory response.

### *The gut microbiota is indispensable for the antitumor phenotype in* Zfp90*^ΔIEC^ mice*

Recent research indicated that gut microbiota is involved in the development of CAC.^6^ Therefore, we tried to determine whether the gut microbiota contributes to the discrepancy between *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice.

To confirm the role of the gut microbiota in the tumorigenesis of *Zfp90*^ΔIEC^ and *Zfp90*^fl/fl^ mice, the gut microbiota was depleted in *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice using an antibiotic cocktail for 2 weeks before AOM-DSS treatment. The efficacy of the microbiota depletion was confirmed by quantification of fecal 16S rRNA gene levels (Supplementary SFigure 3a). Depletion of the microbiota eliminated the differences in colon tumor number between the two groups (Figure 3(a, b)). Furthermore, cell proliferation and apoptosis, as shown by PCNA and C-CAS3 levels, were similar between the two groups after elimination of the microbiota (Figure 3(c-f)). We then evaluated the gut permeability in *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice and found no differences in FITC-dextran leakage between the two groups, indicating a similar decline in gut barrier function after AOM-DSS treatment (Figure 3g). Accordingly, real-time PCR showed that the epithelial expression of *Il17a* and *Il1b* became similar between the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice after antibiotic treatment (Figure 3(h, i)). Immunohistochemistry image of LY6G and F4/80 showed similar abundance of neutrophil and macrophage infiltration in colon segments from Zfp90^fl/fl^ and *Zfp90*^ΔIEC^ mice (Figure 3j, Supplementary SFigure 3b).

**Figure 3.**
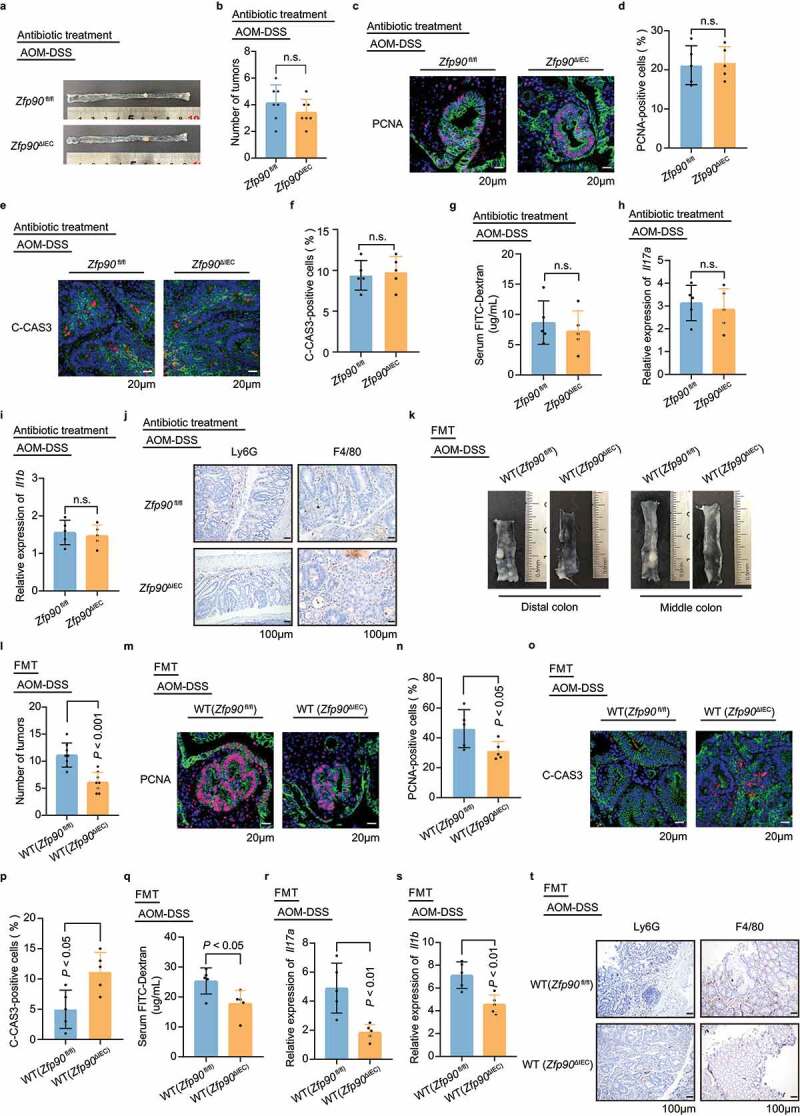
**The gut microbiota is indispensable for the antitumor phenotype in *Zfp90*^ΔIEC^ mice. a** Representative images of colons in antibiotic-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice after AOM-DSS treatment. **b** Tumor numbers in antibiotic-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (n = 7 per group). **c** Representative immunofluorescence staining of the PCNA protein in tumor tissues from antibiotic-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice after AOM-DSS treatment. Sections were stained with DAPI (blue), CDH1 (green) and PCNA (red). **d** The percentage of PCNA-positive tumor cells was quantified (n = 5 per group). **e** Representative immunofluorescence staining of C-CAS3 protein in tumor tissues from antibiotic-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice after AOM-DSS treatment. Sections were stained with DAPI (blue), CDH1 (green) and C-CAS3 (red). **f** The percentage of C-CAS3-positive tumor cells was quantified (n = 5 per group). **g** Intestinal permeability assessed by FITC-dextran in antibiotic-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (n = 5 per group). **h, i** Real-time PCR was performed to determine the mRNA expression of *Il17a* and *Il1b* in the colonic epithelium from antibiotic-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (n = 5 per group). **j** Representative immunohistochemical staining for LY6G and F4/80 in colon segments from antibiotic-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice with AOM-DSS treatment. **k-t** Gavage of WT mice with feces from *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (n = 5–8 per group). Representative images of distal and middle colons (k), number of tumors (l), representative immunofluorescence staining of PCNA (m), percentage of PCNA-positive tumor cells (n), representative immunofluorescence staining of C-CAS3 (o), percentage of C-CAS3-positive tumor cells (p), the serum FITC-Dextran level (q), mRNA expression of *Il17a* and *Il1b* in the colonic epithelium (r, s), and representative immunohistochemical staining for LY6G and F4/80 (t) from WT (*Zfp90*^fl/fl^ mice) and WT (*Zfp90*^ΔIEC^ mice) under AOM-DSS treatment. Sections were stained with DAPI (blue), CDH1 (green) and PCNA or C-CAS3 (red). Data with error bars represent the mean ± SD. Each panel is a representative experiment of at least three independent biological replicates. Nonpaired two-tailed t-test (b, d, f, g, h, i, l, n, p, r, s) and the Mann–Whitney U test (q) were used

We then sought to explore whether fecal microbiota transfer (FMT) could confer the antitumor ability of *Zfp90*^ΔIEC^ mice to wild-type (WT) C57BL/6 J mice. Stools from mono-housed tumor-bearing *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice were gavaged to antibiotic-treated WT mice in SPF background (Supplementary SFigure 3c). Gavage of antibiotic-treated mice with feces from the *Zfp90*^ΔIEC^ mice led to a reduced number of colon tumors compared with those receiving feces from the *Zfp90*^fl/fl^ mice under AOM-DSS treatment (Figure 3(k, l). Mice transplanted with fecal pellets from the *Zfp90*^ΔIEC^ mice (WT (*Zfp90*^ΔIEC^ mice)) also had lower proliferative activity and increased apoptosis compared with mice transplanted with fecal pellets from the *Zfp90*^fl/fl^ mice (WT (*Zfp90*^fl/fl^ mice)) (Figure 3(m-p)). Next, gut permeability was assessed between the two groups and a lower level of serum FITC-dextran was found in the WT (*Zfp90*^ΔIEC^) mice (Figure 3q). Real-time PCR showed lower expression of *Il17a* and *Il1b* in the WT (*Zfp90*^ΔIEC^) mice compared with that in WT (*Zfp90*^fl/fl^) mice (Figure 3(r, s)). Immunohistochemistry of LY6G and F4/80 showed higher levels of neutrophil and macrophage infiltration in colon segments from the WT (*Zfp90*^fl/fl^) mice than in those from the WT (*Zfp90*^ΔIEC^) mice (Figure 3t, Supplementary SFigure 3d).

We next investigated whether the gut microbiota also mediated the phenotypic variation in acute colitis model. Gut microbiota depletion was conducted for 2 weeks before the onset of DSS treatment. The severity of colitis was comparable between *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice, as indicated by similar weight loss (Supplementary SFigure 3e) and colon length (Supplementary SFigure 3f). There were no differences in FITC-dextran leakage between the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice after 7 days of DSS treatment (Supplementary SFigure 3g). Furthermore, no significant differences in *Zo-1* levels were detected between the colon tissues of the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (Supplementary SFigure 3h).

Taken together, these results indicated that antitumor phenotype in the *Zfp90*^ΔIEC^ mice is dependent on the gut microbiota and recipients transplanted with fecal microbiota from *Zfp90*^ΔIEC^ mice could phenocopy their donors.

### *A* Prevotella copri*-defined microbiota underlies the mechanism of the deleterious effect of oncogene* Zfp90

To explore the fecal bacterial composition in the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice, we performed 16S ribosomal DNA sequencing. PCA based on operational taxonomic unit (OTU) levels showed distinct gut microbiota compositions in the two groups under both naïve and AOM-DSS-treated conditions (Figure 4a **and** Supplementary SFigure 4a). Depletion of *Zfp90* resulted in an increase in the community diversity and richness, as indicated by the Shannon and Sobs indices, respectively (Supplementary SFigure 4b, c), suggesting that the gut microbiota of the *Zfp90*^ΔIEC^ mice had more species variation than that of the *Zfp90*^fl/fl^ mice. KEGG analysis indicated that “lipopolysaccharide (LPS) biosynthesis proteins” was one of the key metabolic pathways downregulated in the *Zfp90*^ΔIEC^ mice (Supplementary SFigure 4d). The different bacterial compositions between groups were further analyzed at the genus level. The abundance of *Prevotellaceae_NK3B31_group* and *Prevotellaceae_UCG-001* was low in both the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice before AOM-DSS treatment, while the abundance increased significantly at the end of the treatment, especially in the *Zfp90*^fl/fl^ mice (Figure 4b). Therefore, we speculated that the family *Prevotellaceae* could contribute to the AOM-DSS-induced CAC and might drive the different phenotypes of the two groups under these specific conditions. The family *Prevotellaceae* is composed of four genera, of which the genus *Prevotella* is known for its role in chronic inflammatory disease.^36^ The *Prevotella* genus encompasses more than 40 different culturable species, of which the *Prevotella copri* (*P. copri*) is rich among gut-commensal bacteria. Recent studies correlated higher abundance of *P. copri* with intestinal infection,^37^ insulin resistance,^38^ higher incidence of colon cancer,^39^ enhancement of rheumatoid arthritis,^40^ and metabolic syndrome.^41^ Therefore, we hypothesized that *P. copri* might be the driver microbe for CAC development in this context. To verify this hypothesis, real-time PCR was conducted in fecal pellets from untreated or AOM-DSS-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. The abundance of *P. copri* in the fecal pellets from both mice increased significantly after AOM-DSS treatment and the abundance was markedly higher in the *Zfp90*^fl/fl^ mice at the end of AOM-DSS treatment (Figure 4c).

**Figure 4.**
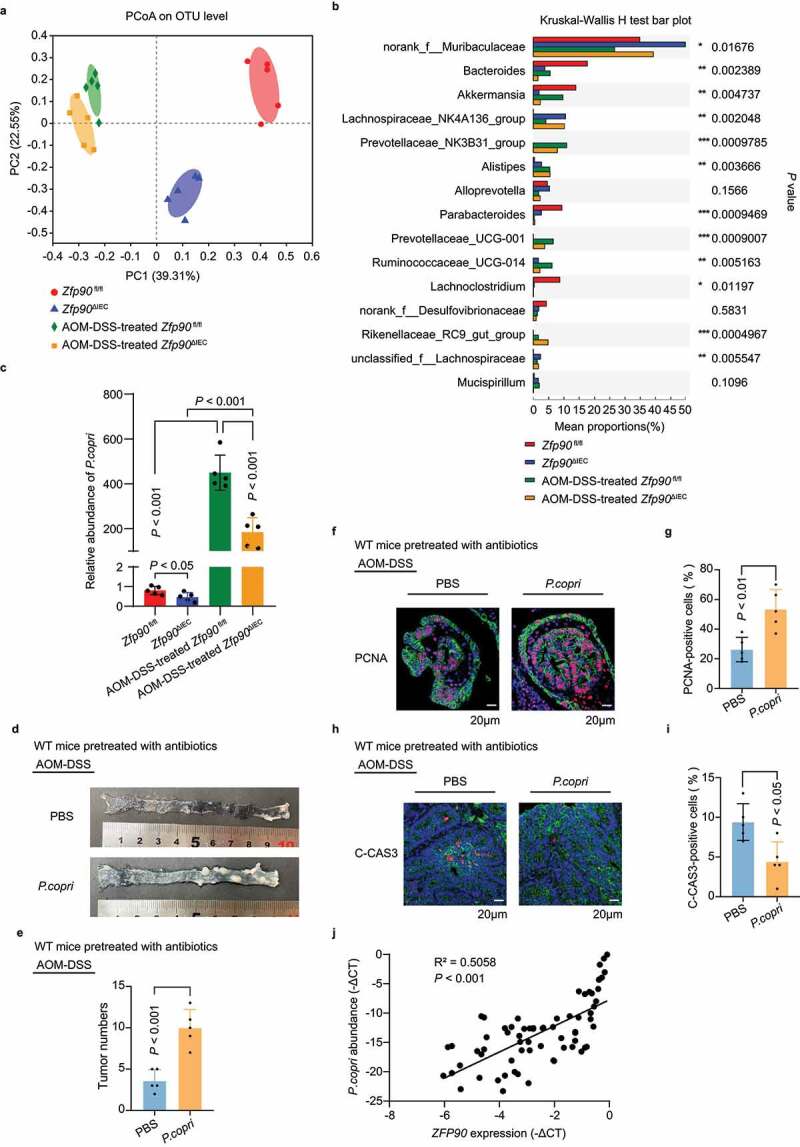
**The gut microbiota is altered by intestine-specific deletion of oncogene *Zfp90*. a** Principal component analysis plot based on bacterial 16S ribosomal DNA gene sequences of the fecal content from *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice before and after AOM-DSS-treatment (n = 5 per group). **b** Differential abundances of bacteria in the fecal content of *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice before and after AOM-DSS-treatment. **c** Real-time PCR was performed to determine the abundance of *P. copri* in the fecal content of *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice before and after AOM-DSS-treatment. **d** Representative images of colons in PBS- and *P. copri*-treated WT mice after AOM-DSS treatment. **e** Tumor numbers in PBS- and *P. copri*-treated WT mice after AOM-DSS treatment. **f** Representative immunofluorescence staining of the PCNA protein in tumor tissues from PBS- and *P. copri*-treated WT mice after AOM-DSS treatment. Sections were stained with DAPI (blue), CDH1 (green) and PCNA (red). **g** The percentage of PCNA-positive tumor cells was quantified. **h** Representative immunofluorescence staining of C-CAS3 protein in tumor tissues from PBS- and *P. copri*-treated WT mice after AOM-DSS treatment. Sections were stained with DAPI (blue), CDH1 (green) and C-CAS3 (red). **i** The percentage of C-CAS3-positive tumor cells was quantified. **j** The correlation between *P. copri* abundance and *ZFP90* expression in specimens from patients with CRC. Statistical analysis was performed using nonpaired two-tailed t-test (e, g, i), one-way ANOVA (c), and Wilcoxon’s rank-sum test (j)

To confirm the effect of *P. copri* on AOM-DSS-induced colorectal tumorigenesis, WT mice pretreated with antibiotics for 2 weeks were gavaged with 10^8^ colony-forming units (cfu) of *P. copri* or phosphate-buffered saline (PBS) every other day during AOM-DSS treatment (Supplementary SFigure 4e). Eighty days after the induction of tumorigenesis, increased tumor number was observed in the mice colonized with *P. copri* (Figure 4(d, e)). Moreover, the mice colonized with *P. copri* exhibited higher proliferative activity and less apoptosis than the mice gavaged with PBS (Figure 4(f-i)). We then explored the role of *P. copri* in the acute colitis model. After 2 weeks of antibiotic treatment, the mice were first gavaged with *P. copri* for 1 week and then given DSS for 7 days, with the gavage of *P. copri* continuing throughout the experiment. More severe colitis was observed in the mice colonized with *P. copri* (Supplementary SFigure 4f, g). The gut barrier dysfunction was more severe in the mice colonized with *P. copri*, as indicated by more FITC-dextran leakage, more LPS translocation, and lower levels of *Zo-1* (Supplementary SFigure 4h-j).

We then sought to determine the correlation between the expression of *ZFP90* and the abundance of *P. copri* in clinical patients. There was a lack of CAC specimens; therefore, we verified the relationship in patients with CRC, because chronic inflammation is frequently observed in this population.^16^ Remarkably, a positive correlation was detected between the abundance of *P. copri* and the expression of *ZFP90* in 81 patients with CRC (Figure 4j).

Taken together, our results indicated that *P. copri* plays an important role in the development of CAC, and that the characteristics caused by a *P. copri-*defined microbiota, including increased LPS biosynthesis and a compromised gut barrier function, might partly account for the susceptibility of *Zfp90*^fl/fl^ mice to colitis and AOM-DSS-induced CAC.

### *Decreased TLR4-dependent PI3K/AKT/NF-κB signaling in the colon tissues of* Zfp90*^ΔIEC^ mice*

Researchers have found that antigen presenting cells (APCs) in the *Prevotella*-rich mucosa showed a profile similar to those activated by LPS.^42^ Considering the increased abundance of *P. copri* and the enrichment of the “LPS biosynthesis proteins” pathway in *Zfp90*^fl/fl^ mice, we speculated that a *P. copri-*defined microbiota might have a more potent ability to produce LPS. Accompanied by a compromised gut barrier, the elevated production of LPS might then translocate and play a vital role in the development of CAC. Previous studies demonstrated that LPS could bind with Toll-like receptor 4 (TLR4) at the surface of intestinal cells and triggered signal transductions and activated the expression of genes encoding inflammatory effectors, such as nuclear factor κB (NF-κB).^43,44^

Based on these results, we first detected the expression of TLR4 in the *Zfp90*^ΔIEC^ and *Zfp90*^fl/fl^ mice using real-time PCR, western blot, and immunofluorescence. However, the expression of TLR4 in the colon tissue was not significantly different between mono-housed *Zfp90*^ΔIEC^ and *Zfp90*^fl/fl^ mice during AOM-DSS treatment (Figure 5(a-c)). These data revealed that deletion of *Zfp90* in the colon epithelium did not change the expression of TLR4.

**Figure 5.**
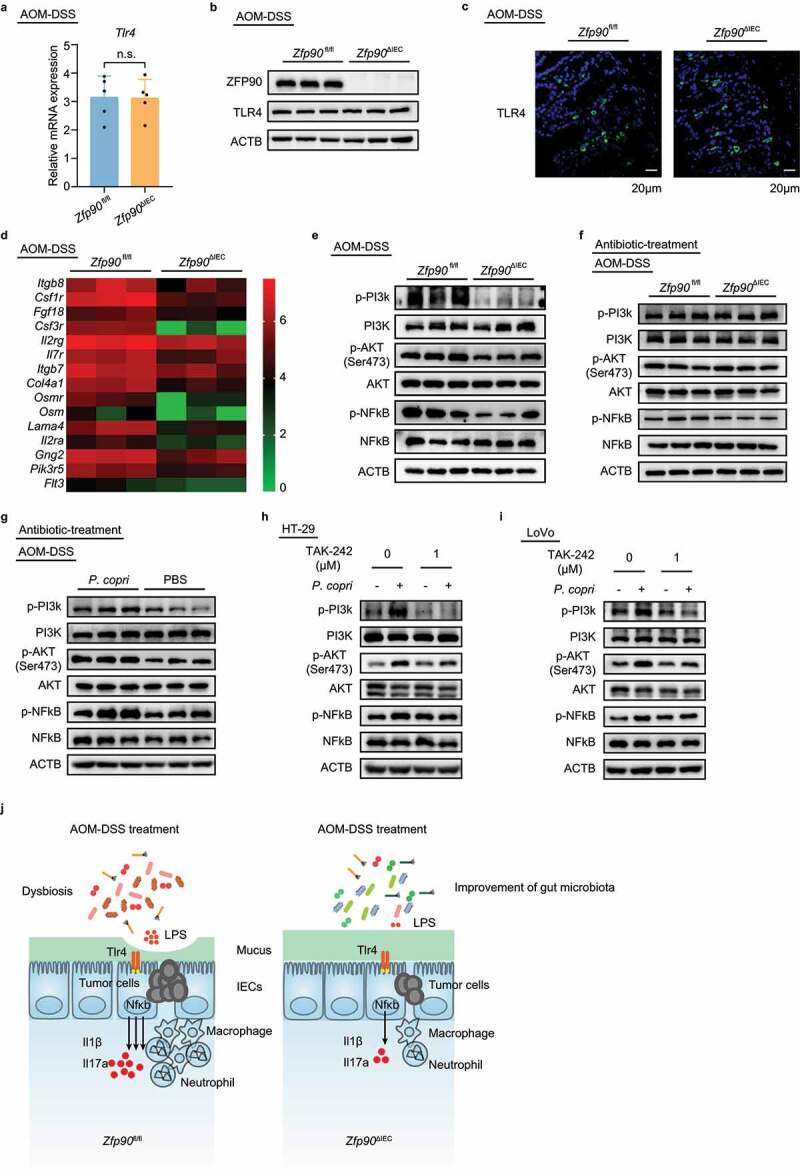
Decreased TLR4-dependent PI3K/AKT/NF-κB signaling in colon tissue of *Zfp90*^ΔIEC^ mice

To determine whether the deletion of *Zfp90* in the colon epithelium had an impact on the activation of TLR4, we assessed the activity of its downstream signaling pathway. It has been established that phosphatidylinositol-4,5-bisphosphate 3-kinase (PI3K) -protein kinase B (AKT)-NF-κB is one of primary signaling transduction pathways following the activation of TLR4.^45,46^ 

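Figure 5d names 15 genes, 8 of which are also in Figure 2g. None of the 15 passed the filter on low values, so 0 were past the threshold over all genes tested, with or without the replicate block. Without the filter, 15 had an unadjusted p under 0.05 and 1, *Csf3r*, an adjusted p under 0.05, and 15 passed when adjusted over the list alone, which again was chosen on these data. The mean FPKM of all 15 genes was lower in the *Zfp90* ΔIEC mice, and in 14 the genotypes did not overlap, against 10% by chance for genes not chosen on these data. The FPKM of the genes summed to 4.71 ± 0.502 (SD, n = 3 mice) in the *Zfp90* fl/fl mice and 1.80 ± 0.286 (SD, n = 3) in the *Zfp90* ΔIEC mice, a log2 ratio of -1.39 (two-sided exact permutation test, p = 0.1). Leukocyte markers were lower too, and 8 of the 15 genes are shared with Figure 2g. A smaller share of leukocytes is therefore not excluded as a source of this fall. On the scale of log2(FPKM + 1) *Il2rg* fell most, from 1.22 ± 0.252 to 0.562 ± 0.134 FPKM (SD, n = 3 each), a log2 fold change of -0.50 (standard error 0.118, adjusted p = 0.255 from limma without the filter). With a pseudocount of 0.1 the order was another, with -1.79 for *Csf3r*, -1.52 for *Csf1r* and -0.99 for *Il2rg*. With the pseudocount of 1, *Csf1r* followed, from 0.477 ± 0.113 to 0.0997 ± 0.0197 FPKM (SD, n = 3 each), with -0.42 (standard error 0.0601, adjusted p = 0.156). *Csf3r*, a receptor gene at 0.267 ± 0.00923 FPKM (SD, n = 3) in the *Zfp90* fl/fl samples and listed at 0, 0 and 0.0180 FPKM in the *Zfp90* ΔIEC samples, was at -0.33 (standard error 0.0181, adjusted p = 0.0177), and its estimated fragments were at most 1 in a *Zfp90* ΔIEC sample against 14 to 16 in the *Zfp90* fl/fl samples. *Csf3r* lost the threshold in 10 of its 14 alternatives, the replicate block among them (adjusted p = 0.246 from limma, in a range of 0.0173 to 0.246). The median over genes and samples was 7.25 estimated fragments in the *Zfp90* fl/fl mice and 2.34 in the *Zfp90* ΔIEC mice.

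**Figure D4:**
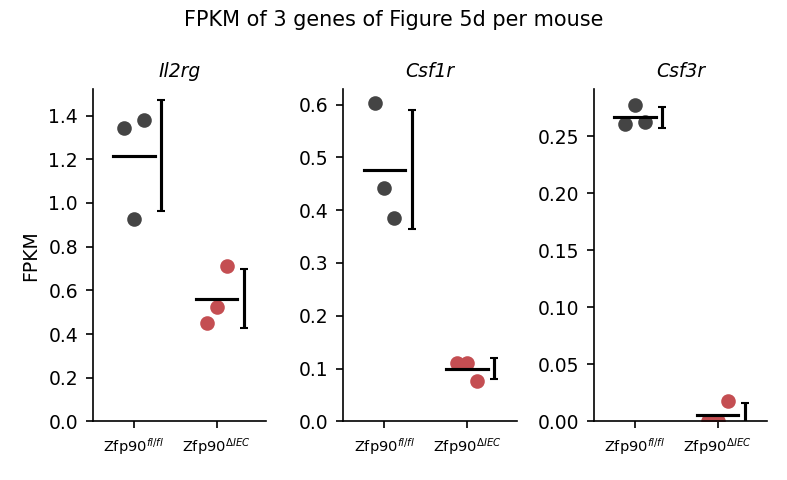
FPKM of *Il2rg*, *Csf1r* and *Csf3r* in each mouse, by genotype, on axes that start at 0. Points are mice, horizontal lines are means and bars are ± SD. The *Zfp90* ΔIEC mice lie below the *Zfp90* fl/fl mice in all 3 genes.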

In accordance with this, our RNA-seq results revealed that the “PI3K-Akt signaling pathway” was downregulated in the *Zfp90*^ΔIEC^ mice (Supplementary SFigure 2e, Figure 5d). The inhibitory function of *Zfp90* deletion on the activity of the PI3K-Akt signaling pathway was confirmed by western blotting (Figure 5e). Whereas the mRNA expression levels of *Pi3k, Akt*, and *Nfkb* showed no differences between the *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (Supplementary Figure 5a-c). To further verify that the gut microbiota mediated the activation of PI3K/AKT/NF-κB signaling, we detected the activity of this pathway in antibiotic-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. At the end of AOM-DSS treatment, no significant differences were found in the activity of the PI3K-AKT signaling pathway between antibiotic-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (Figure 5f). Moreover, stronger activation of PI3K/AKT/NF-κB signaling was observed in antibiotic-treated WT mice colonized with *P. copri* (Figure 5g).

To further verify that the activation of PI3K/AKT/NF-κB signaling was TLR4-dependent, HT-29 cells and LoVo cells were first treated with a TLR4 inhibitor (TAK-242) and then co-cultured with *P. copri*. Western blotting showed that *P. copri*-mediated PI3K-AKT-NF-κB activation was largely abrogated by the TLR4 inhibitor (Figure 5(h, i)), corroborating the role of TLR4 in this process.

Taken together, these data showed that a *P. copri*-defined microbiota might participate in the development of CAC by activating TLR4 and the PI3K-AKT-NF-κB signaling pathway (Figure 5j).

## Discussion

ZFP90 is a zinc-finger protein containing a KRAB box. Dysregulation of ZFP90 has been proven to be associated with several diseases including obesity,^47^ cardiac dysfunction,^48^ and mental retardation.^49^ In addition, we previously showed that *ZFP90* is a target gene of CRC susceptibility locus 16q22.1^32^. Using an AOM-induced sporadic CRC mouse model and clinical specimens from patients with CRC, we validated its oncogenic role in the CRC. However, the underlying mechanisms of ZFP90 in the development of CAC warrant further investigation.

In this study, through overlapping findings from GWAS and the GEO database, we found that *ZFP90* might be a key gene that regulates the pathogenesis of CAC. We observed that conditional knock-out of *Zfp90* in IECs could protect mice from AOM-DSS-induced CAC.

Intestinal barrier breach and subsequent inflammation have been proven to contribute to chronic inflammatory and malignant colorectal diseases;^50^ therefore, we compared the gut permeability in the AOM-DSS-treated Zfp90^fl/fl^ mice with that in the AOM-DSS-treated *Zfp90*^ΔIEC^ mice. As expected, the *Zfp90*^fl/fl^ mice displayed significantly higher intestinal permeability. Furthermore, our RNA-seq and PCR results confirmed higher inflammatory responses in the *Zfp90*^fl/fl^ mice after AOM-DSS treatment. Taken together, our results suggested that the increased gut permeability in the *Zfp90*^fl/fl^ mice might contribute to the exaggerated inflammation and subsequent AOM-DSS-induced carcinogenesis.

Accumulating evidence demonstrates that the human gut microbiota is involved in various pathological conditions, including CRC. We therefore investigated whether the gut microbiota actively mediates the protective role of *Zfp90* deletion in AOM-DSS-induced CAC. We treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice with antibiotics before the initiation of AOM-DSS treatment. After depletion of the microbiota, we failed to find differences between the two groups in terms of tumor development, gut permeability, and inflammation. We then employed FMT, and found that mice transplanted with the fecal microbiota from *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice phenocopied their donors in terms of tumor development, gut permeability, and inflammation. Furthermore, our high-throughput sequencing results indicated that the microbiota compositions were different between AOM-DSS-treated *Zfp90*^ΔIEC^ and Zfp90^fl/fl^ mice. Specifically, we detected a higher abundance of *P. copri* in the *Zfp90*^fl/fl^ mice. It has been reported that a *P. copri*-defined microbiota was associated with exacerbated colitis in mice.^37,51^ Accordingly, our functional analysis demonstrated that “lipopolysaccharide (LPS) biosynthesis proteins” was one of the key metabolic pathways that was upregulated in the microbiota of the *Zfp90*^fl/fl^ mice. Considering that the gut barrier was greatly compromised in the Zfp90^fl/fl^ mice during AOM-DSS treatment, we therefore speculated that the increased LPS production from the intestinal flora could subsequently translocate and induce inflammation by activating TLR4^5^. As such, a *P. copri*-defined microbiota would exacerbate inflammation and contribute to the subsequent development of AOM-DSS-induced CAC.

To further corroborate the enhanced activation of TLR4 by LPS, the expression of TLR4 and activity of its downstream signaling pathway were assessed. Although the expression of TLR4 was not significantly different between *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice, PI3K-AKT-NF-κB signaling pathway activation was strongly decreased in the *Zfp90*^ΔIEC^ mice. PI3K-AKT-NF-κB is one of primary signaling transduction pathways responsible for the synthesis of pro-inflammatory mediators following the activation of TLR4.^52,53^ Our *in vitro* experiments further demonstrated that pretreatment with a TLR4 inhibitor could greatly reduce *P. copri-*induced activation of PI3K-AKT-NF-κB signaling. Thus, these results validated that TLR4 activation was increased by the *P. copri*-defined microbiota, which then contributed to the development of inflammatory and malignant pathologies.

In conclusion, our work demonstrated the oncogenic role of *Zfp90* in AOM-DSS-induced CAC and this relationship is, at least partly, mediated by the gut microbiota. The *P. copri*-defined microbiota in *Zfp90*^fl/fl^ mice promotes the production and translocation of LPS upon a compromised gut barrier, which contributes to the subsequent inflammatory and carcinogenic processes by activating the TLR4-dependent PI3K-AKT-NF-κB signaling pathway. This study highlighted that manipulation of the gut microbiota might represent a potential strategy to prevent and treat CAC.

## Methods

### Study population and clinical specimens

Patients with CRC were recruited from Renji Hospital affiliated to Shanghai Jiao Tong University School of Medicine. All the patients with CRC were of Han Chinese ethnicity. Written informed consents were obtained from all participants in this study. All the research was carried out in accordance with the provisions of the Helsinki Declaration of 1975. There were 81 snap frozen, colorectal cancerous tissues. DNA and RNA were extracted from the snap frozen tissues using an AllPrep DNA/RNA Mini Kit (QIAGEN, Hilden, Germany) under the manufacturer’s guidelines to detect *ZFP90* expression and *P. copri* abundance.

### *Generation of* Zfp90*^ΔIEC^ Mice*

*Zfp90*^ΔIEC^ mice have been described previously.^32^ Briefly, to generate the *Zfp90*^fl/+,Villin-cre/+^ mice, exon 4 and the 3′ UTR were flanked by loxP sites using C57BL/6 J ES cells with a 2 kb fragment upstream and downstream as the 5′ and 3′ arms. 

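*Zfp90* (ENSMUSG00000031907) lies on the plus strand of chromosome 8 of GRCm38, from 106415327 to 106426598. Of its 6 annotated transcripts, the first by name has 4 exons, at 106415339 to 106415770, 106419071 to 106419197, 106419515 to 106419610 and 106423913 to 106425889. The coding sequence starts in exon 1 at 106415738. Exon 4 carries coding sequence from 106423913 to 106425564 and the stop codon at 106425565 to 106425567, and the annotation lists the 3′ UTR from 106425565 to 106425889, so the floxed part holds the last coding stretch of the gene.

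**Figure D5:**
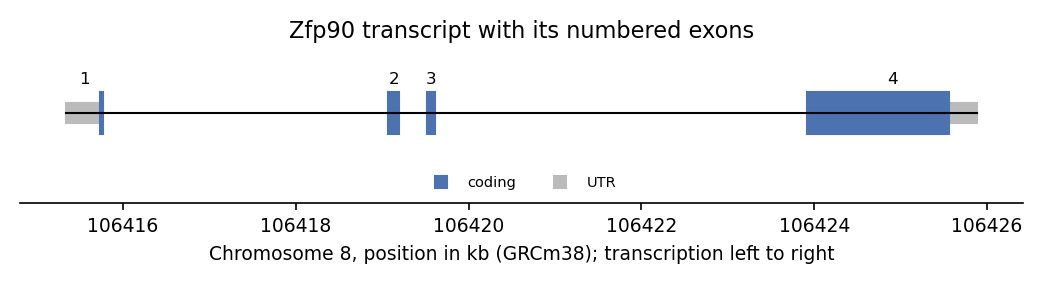
The first-named transcript of *Zfp90* to scale along chromosome 8 (GRCm38, position in kb), with coding sequence in blue and UTR in grey. Exon 4, from 106423913 to 106425889, is the last of the 4 exons.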

Then, the *Zfp90*^fl/+^mice were crossed to C57BL/6 J Villin-cre mice to generate *Zfp90*^fl/+,Villin-cre/+^ mice. *Zfp90*^fl/+,Villin-cre/+^ mice were each intercrossed to generate homozygous knockout mice (*Zfp90*^ΔIEC^) and littermates (*Zfp90*^fl/fl^). Mice were genotyped via PCR and Sanger sequencing using genomic DNA obtained from mouse tails.

All mice were bred in an SPF environment. Mouse experiments were conducted in accordance with the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals. The study procedures were approved by the Institutional Animal Care and Use Committee of Renji Hospital, Shanghai Jiao Tong University School of Medicine.

### Mouse model

To construct the CAC model,^54^ *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice at 8 weeks old were injected intraperitoneally with AOM (10 mg/kg, Sigma-Aldrich, St. Louis, MO, USA). After 5 days, 2.5% DSS was added to the drinking water for 7 consecutive days, followed by 14 days of regular water. Three cycles of DSS treatment were used. The mice were sacrificed on day 80 after the induction of tumorigenesis. All colon tissues, tumor tissues, feces, serum, and spleens were collected on day 80. To deplete the gut microbiota, drinking water supplemented with an antibiotic cocktail (0.5 g/L of ampicillin, neomycin, and metronidazole and 0.25 g/L of vancomycin) was given to the mice for 2 weeks before AOM-DSS treatment and the procedure was repeated once in the middle of the experiment. For the gut microbiota transfer experiment, fresh stool samples from tumor-bearing *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice were collected, suspended in 30% glycerin/PBS, aliquoted, and stored at – 80 °C. Fecal microbiota was then gavaged into the antibiotic-treated mice three times a week. Colons were removed and were flushed with cold PBS after the mice were sacrificed. The colon length, tumor number, and tumor size were measured for each mouse. The colons of different experimental batches were used for histopathological analysis or epithelium cell isolation. Spleens were also separated from each mouse.

### Isolation of colonic epithelium cells

Colonic epithelium cells were isolated as described previously, with some modifications.^55^ Colons were collected from mice and cleared by holding with forceps and flushing with a syringe filled with ice-cold PBS. Next, the colons were opened longitudinally and cut into 1–2 cm pieces, followed by several PBS washes. The pieces were then incubated with 2.5 mM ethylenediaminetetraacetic acid (EDTA) and 1 mM Dithiothreitol (DTT) in Hank’s balanced salt solution (HBSS) for 20 min at 37 °C under slow rotation. Supernatants were then passed through a 100 μm cell strainer. Colonic epithelium cells were collected by centrifugation at 800 × *g* and were used for the following analysis.

### Immunohistochemistry (IHC)

For immunohistochemistry, 4-μm-thick paraffin colon tissue slides were subjected to heat-induced antigen retrieval, followed by peroxidase blocking treatment to remove endogenous hydrogen peroxide. After blocking with 10% sheep serum in PBS, the slides were incubated with anti-LY6G (Santa Cruz Biotechnology, Santa Cruz, CA, USA) and anti-F4/80 (Santa Cruz Biotechnology) antibodies in a humidified chamber at 4°C overnight. Then, the slides were incubated with horseradish peroxidase (HRP)-labeled secondary antibodies at room temperature for 30 minutes and then stained with 3,3’-Diaminobenzidine (DAB) substrate solution.

### Immunofluorescence staining and confocal microscopy

For immunofluorescence, 4-μm-thick paraffin colon tissue slides were subjected to heat-induced antigen retrieval, followed by sodium borohydride treatment to remove tissue autofluorescence. After blocking with 5% bovine serum albumin in PBS, the slides were incubated with anti-C-CAS3 (Cell Signaling Technology (CST), Danvers, MA, USA) and anti-PCNA (Santa Cruz Biotechnology) antibodies in a humidified chamber at 4°C overnight. Then, the slides were incubated with fluorophore-labeled secondary antibodies at room temperature for 1 hour. After rinsing with PBS, the slides were mounted using antifade mounting medium with 4′,6-diamidino-2-phenylindole (DAPI), and the fluorescence was detected under a laser-scanning confocal microscope.

### *Fluorescence* in situ *hybridization (FISH)*

FISH was performed as described previously.^56^ Briefly, colon tissues with fecal pellets were fixed in methanol-carnoy fixative (60% methanol, 30% chloroform, and 10% glacial acetic acid). After fixation, tissues were washed with the following solutions: twice in methanol, twice in ethanol, and twice in xylene, and then embedded in paraffin. Paraffin sections of 6 μm were subjected to mucin 2 staining with fluorescein-labeled Anti-*Ulex Europaeus*-I (UEA-I) lectin, and bacteria were detected using the universal bacteria FISH probe, 5′-Cy3-labeled EUB338I. After rinsing with washing buffer, the slides were mounted with DAPI and imaged under a laser-scanning confocal microscope.

### FITC–dextran intestinal permeability assay

Colonic permeability was assessed by oral gavage of 4 kDa FITC-labeled dextran (Sigma-Aldrich). Mice were fasted for 3 hours before the assay and then administered with 150 μL FITC-dextran (80 mg/mL). After 4 hours, 100 μL of blood was collected and centrifuged at 10000 × *g* for 10 minutes to acquire serum. The serum was diluted 1:4 in water and 100 μL/well was added to 96-well plates. The FITC-labeled dextran levels were then measured by fluorometry with 485 excitation/528 emission.

### Analysis of LPS levels in serum

The serum LPS levels were quantified using a simple and sensitive amebocyte lysate assay (Pierce Chromogenic Endotoxin Quant Kit, Pierce Biotechnology, Rockford, IL, USA). The experiment was conducted according to the manufacturer’s instructions. Briefly, serum samples were diluted 50-fold and heat-shocked at 70 °C for 15 minutes. Then, the Amebocyte Lysate Reagent, the pre-warmed Chromogenic Substrate Solution, and the Stop Solution were added sequentially added to the serum sample. The optical density (OD) was read at 405 nm immediately after assay completion.

### Cell lines

Human CRC cell lines, HT-29 and LoVo were used in the study. All CRC cell lines were cultured according to ATCC culture methods. HT-29 was cultured in McCoy’s 5a Medium (GIBCO, Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS) (GIBCO, Carlsbad, CA). LoVo was cultured in F-12 K Medium (GIBCO, Carlsbad, CA) supplemented with 10% FBS. These two cell lines were cultured at 37°C with 5% CO2.

### Western Blot and Chemical Reagents

Western blot was performed using standard protocols. Cell extracts were collected and quantified using BCA Protein Assay Kit (Thermo Scientific, Rockford, U.S.A.). 40 μg of protein was electrophoresed through 7.5% SDS polyacrylamide gels and were then transferred to PVDF membranes (Bio-Rad, Hercules, CA). The membranes were blocked in 5% BSA for one hour and then incubated with primary antibodies at 4°C overnight. Secondary antibodies were labeled with HRP (KangChen, China) and the signals were detected using Pierce ECL Western Blotting Substrate (Thermo Scientific, Rockford, U.S.A.) by ChemiDoc Imaging System (BIO-RAD, U.S.A.). A β-actin antibody was used as a control for whole-cell lysates.

### 16S ribosomal DNA gene sequencing

Fecal genomic DNA was extracted using QIAamp PowerFecal DNA Kit (QIAGEN). The final DNA concentration and purity were determined using a NanoDrop 2000 UV-vis spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA), and the DNA quality was checked using 1% agarose gel electrophoresis. The V3–V4 hypervariable regions of the bacteria 16S rRNA gene were amplified using primers 338 F (5′- ACTCCTACGGGAGGCAGCAG-3′) and 806 R (5′-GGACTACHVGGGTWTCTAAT-3′) in a thermocycler PCR system (GeneAmp 9700, Applied Biosystems, Foster City, CA, USA). The PCR reactions were conducted using the following program: 3 min of denaturation at 95°C; 27 cycles of 30 s at 95°C, 30 s for annealing at 55°C, and 45 s for elongation at 72°C; and a final extension at 72°C for 10 min. The PCR reactions were performed in triplicate in a 20 μL mixture containing 4 μL of 5 × FastPfu Buffer, 2 μL of 2.5 mM dNTPs, 0.8 μL of each primer (5 μM), 0.4 μL of FastPfu Polymerase, and 10 ng of template DNA. The resulting PCR products were extracted from a 2% agarose gel and further purified using an AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, Union City, CA, USA) and quantified using a QuantiFluor™-ST (Promega, Madison, WI, USA) according to the manufacturer’s protocol.

The purified amplicons were pooled in equimolar amounts and paired-end sequenced (2 × 300 bp) on an Illumina MiSeq platform (Illumina, San Diego, CA, USA) according to the standard protocols by Majorbio Bio-Pharm Technology Co. Ltd. (Shanghai, China). The raw reads were deposited in the NCBI Sequence Read Archive (SRA) database (Accession Number: SRP277482).

Raw fastq files were quality-filtered by Trimmomatic and merged by FLASH with the following criteria: (i) The reads were truncated at any site receiving an average quality score < 20 over a 50 bp sliding window. (ii) Sequences whose overlap was longer than 10 bp were merged according to their overlap with a mismatch of no more than 2 bp. (iii) Sequences of each sample were separated according to barcodes (exactly matching) and Primers (allowing two nucleotide mismatches), and reads containing ambiguous bases were removed.

Operational taxonomic units (OTUs) were clustered with a 97% similarity cutoff using UPARSE (version 7.1 http://drive5.com/uparse/) with a novel ‘greedy’ algorithm that performs chimera filtering and OTU clustering simultaneously. The taxonomy of each 16S rRNA gene sequence was analyzed using the RDP Classifier algorithm (http://rdp.cme.msu.edu/) against the Silva (SSU123) 16S rRNA database, using a confidence threshold of 70%.

### *Fecal DNA extraction and* P. copri *quantification*

Fecal genomic DNA was extracted using a QIAamp DNA Mini Kit (QIAGEN) according to the manufacturer’s instructions. Real-time PCR was performed to detect the *P. copri* level using 20 ng of genomic DNA on an Applied Biosystems 7900 quantitative PCR system. *P. copri* quantitation was measured relative to the 16s rDNA gene.

### RNA Extraction and Quantitative Real-time Reverse Transcription PCR

Total RNA was extracted from mouse colonic epithelium cells using the TRIzol reagent and from human colorectal tissues using AllPrep DNA/RNA Mini Kit (QIAGEN) following the manufacturer’s guidelines. Total RNA (1 μg) was reverse transcribed using the PrimeScript RT Reagent Kit (Perfect Real Time; Takara, Shiga, Japan) to detect relative mRNAs. Quantitative real-time PCR was performed in triplicate on an Applied Biosystems 7900 quantitative PCR system as described above. The Ct values obtained from different samples were compared using the 2^−ΔCt^ method. *ACTB* (beta actin) served as the internal reference gene.

### RNA-seq

Samples were sequenced in an Illumina HiSeq 3000 instrument for 2 × 150-bp paired-end sequencing. Reads were mapped to the human genome (hg19) using TopHat v2.0.117 (http://tophat.cbcb.umd.edu) with the default options with a TopHat transcript index built from Ensembl_GRCh37.^57^ Transcript expression was estimated with an improved version of Cuffdiff (http://cufflinks.cbcb.umd.edu). Cuffdiff was run with the default options against the UCSC iGenomes GTF file from Illumina (http://cufflinks.cbcb.umd.edu/igenomes.html). The workflow used to analyze the data was described in detail in Trapnell et al.^58^ To identify a gene or transcript as differentially expression, Cuffdiff2 tests the observed log-fold-change in its expression against the null hypothesis of no change (i.e., the true log-fold-change is zero). Clustering of gene expression profiles was achieved using the csDendro function from CummeRbund (http://compbio.mit.edu/cummeRbund/). The RNA sequence data has been deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and is accessible through GEO Series accession number GSE156241 (reviewer access token: sfwpqmoqpzchraz)

### Statistical Analysis

Statistical analyses were carried out using the program R (www.r-project.org). Data from at least three independent experiments performed in multiple replicates are presented as the means ± SD. Error bars in the scatterplots and the bar graphs represent the SD. Data was examined to determine whether they were normally distributed using the One-Sample Kolmogorov-Smirnov test. If the data was normally distributed, comparisons of measurement data between two groups were performed using an independent sample t test. If the results showed a significant difference, when the data presented a skewed distribution, comparisons were performed using a nonparametric test. Measurement data between two groups was compared using nonparametric Mann–Whitney U test or Wilcoxon’s rank-sum test. Spearman correlation analysis was performed to determine the correlation between two variables. Fisher’s exact test was used to analyze the pathological grade between two groups. One-way ANOVA was performed to test the difference in *P. copri* numbers in the fecal content between the mice. Two-way ANOVA was used to analyze the body weight and tumor distribution between two groups.

## Supplementary Material

Supplemental Material Click here for additional data file.

# Supplementary material for: ZFP90 drives the initiation of colitis-associated colorectal cancer via a microbiota-dependent strategy
**Source:** Gut Microbes. 2021 May 5;13(1):1917269. doi: 10.1080/19490976.2021.1917269
**Supplement:** Supplemental Material

**Supplementary Figure 1**

**a** Heatmap of Different gene expressions from colon epithelium in AOM-DSS treated or untreated WT mice. Gene expressions were determined by mRNA array. **b** Relative *Zfp90* expression from colon epithelium in AOM-DSS treated or untreated WT mice (GSE44904). **c** Representative image of H&E staining from *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice. **d** Schematic diagram of AOM-DSS induced CAC model. **e** Tumor numbers in *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (n = 8 per group). **f** Representative images of spleen from *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice. **g** The body weight of *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice was recorded throughout the acute colitis experiment and was expressed as the ratio relative to the initial weight before DSS treatment (n = 5 per group). **h** Colon length in *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice at the end of the acute colitis experiment (n = 5 per group). **i** Real-time PCR was performed to determine the mRNA level of *Cdh1* from colons of *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice with or without AOM-DSS treatment (n = 5 or 6 per group). **j** Representative data showing protein level of CDH1 in colon tissues from *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice with or without AOM-DSS treatment.

**Supplementary Figure 2**

**a** Intestinal permeability assessed by FITC-dextran in DSS-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (n = 5 per group). **b** Serum levels of LPS in DSS-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (n = 5 per group). **c** Real-time PCR was performed to detect the mRNA level of *Zo-1* from colons of *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice with DSS treatment (n = 5 per group). **d** Principal component analysis plot based on RNA-seq of colon epithelium from *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice upon AOM-DSS-treatment (n = 3 per group). **e** KEGG annotation of 27 different pathways in *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice with AOM-DSS treatment. **f** Statistical analysis of immunohistochemical immunoreactive score system (IRS) scores of Ly6G and F4/80 in *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice (n = 5 per group), Mann-Whitney U test.

**Supplementary Figure 3**

**a** Real-time PCR was performed to detect 16srDNA abundance from H_2_O-treated and antibiotic-treated mice (n = 5 per group). **b** Statistical analysis of immunohistochemical immunoreactive score system (IRS) scores of Ly6G and F4/80 in *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice with antibiotic and AOM-DSS treatment (n = 5 per group), Mann-Whitney U test. **c** Schematic diagram of FMT experiment followed by AOM-DSS treatment. **d** Statistical analysis of immunohistochemical immunoreactive score system (IRS) scores of Ly6G and F4/80 in WT mice with FMT from *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice (n = 5 per group), Mann-Whitney U test. **e** The body weight of *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice pretreated with antibiotic was recorded throughout the acute colitis experiment and was expressed as the ratio relative to the initial weight before DSS treatment (n = 5 per group). **f** Colon length in *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice pretreated with antibiotic at the end of the acute colitis experiment (n = 5 per group). **g** Intestinal permeability assessed by FITC-dextran in antibiotic and DSS-treated *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice (n = 5 per group). **h** Real-time PCR was performed to detect the mRNA level of *Zo-1* from colons of *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice with antibiotic and DSS treatment (n = 5 per group).

**Supplementary Figure 4**

**a** ANOSIM/Adonis analysis was used to test whether the differences between groups are significantly greater than the differences within groups. **b, c** Shannon index and Sobs index based on bacterial 16S ribosomal DNA gene sequence of fecal content from *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice before and after AOM-DSS-treatment. **d** KEGG annotation of key different metabolic pathways in gut microbes from *Zfp90*^fl/fl^ and *Zfp90*^ΔIEC^ mice. **e** Schematic diagram of AOM-DSS induced CAC model with or without *P.copri* treatment. **f** The body weight of WT mice gavaged with PBS or *P.copri* was recorded throughout the acute colitis experiment and was expressed as the ratio relative to the initial weight before DSS treatment (n = 5 per group). **g** Colon length of WT mice gavaged with PBS or *P.copri* at the end of the acute colitis experiment (n = 5 per group). **h** Intestinal permeability assessed by FITC-dextran in DSS-treated WT mice gavaged with PBS or *P.copri* (n = 5 per group). **i** Serum levels of LPS in DSS-treated WT mice gavaged with PBS or *P.copri* (n = 5 per group). **j** Real-time PCR was performed to detect the mRNA level of *Zo-1* from colons of WT mice gavaged with PBS or *P.copri* after DSS treatment (n = 5 per group).

**Supplementary Figure 5**

**a-c** Real-time PCR was performed to determine the mRNA level of *Pi3k*, *Akt* and *Nfκb* from colons of *Zfp90*^fl/fl^ and *Zfp90*^△IEC^ mice with AOM-DSS treatment.

# Supplementary material for: ZFP90 drives the initiation of colitis-associated colorectal cancer via a microbiota-dependent strategy
**Source:** Gut Microbes. 2021 May 5;13(1):1917269. doi: 10.1080/19490976.2021.1917269

Supplementary Figure 1

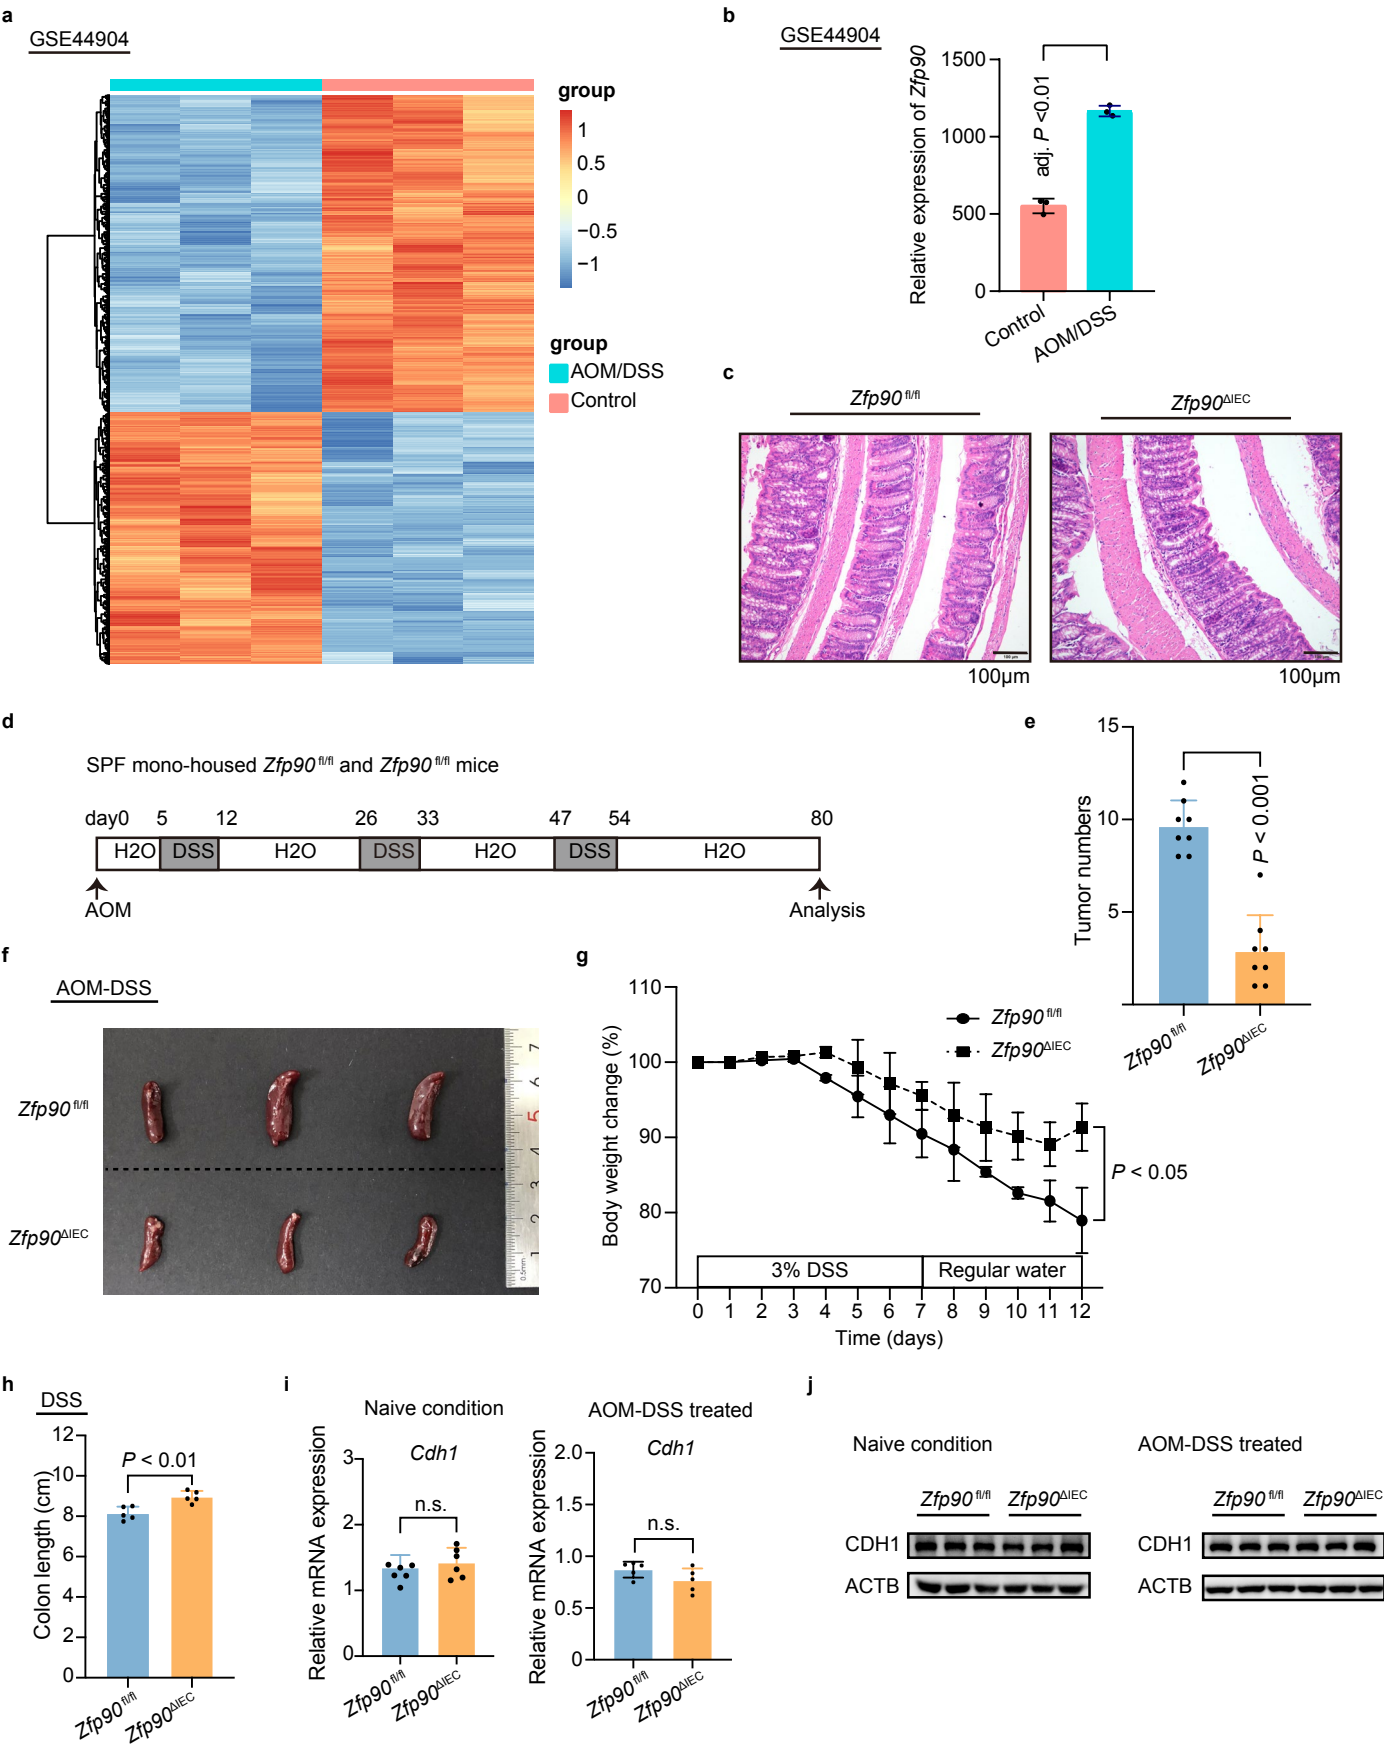

Supplementary Figure 2

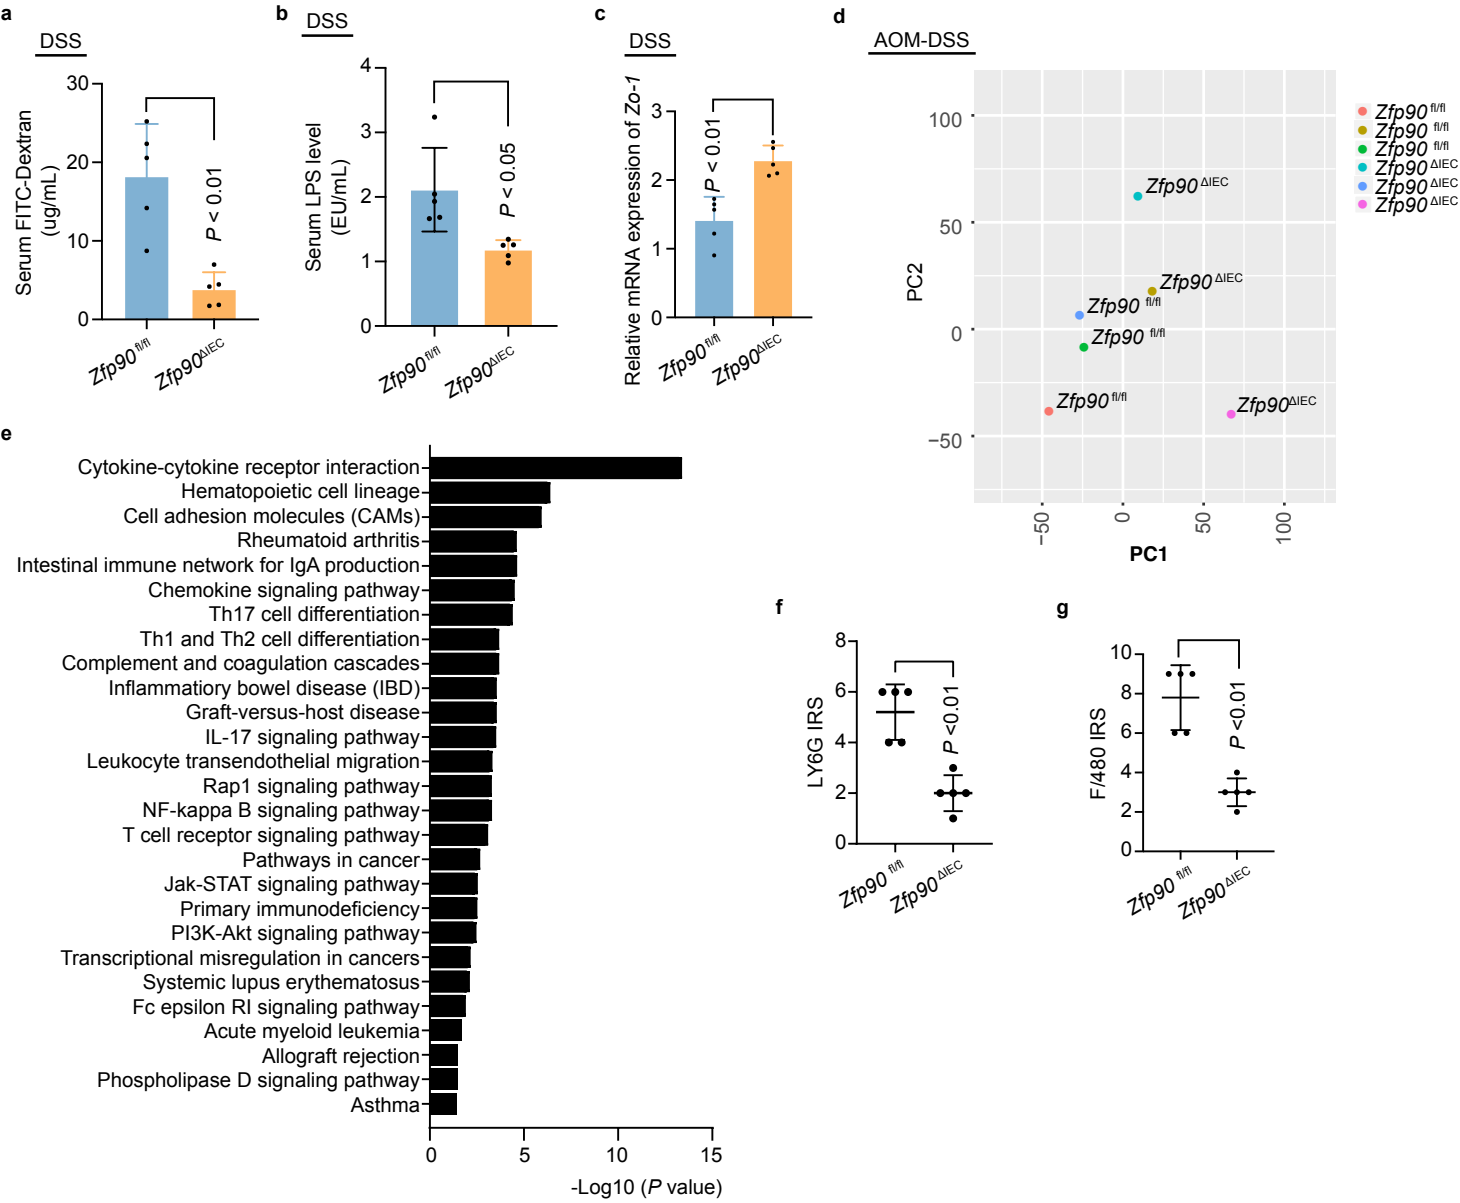

Supplementary Figure 3

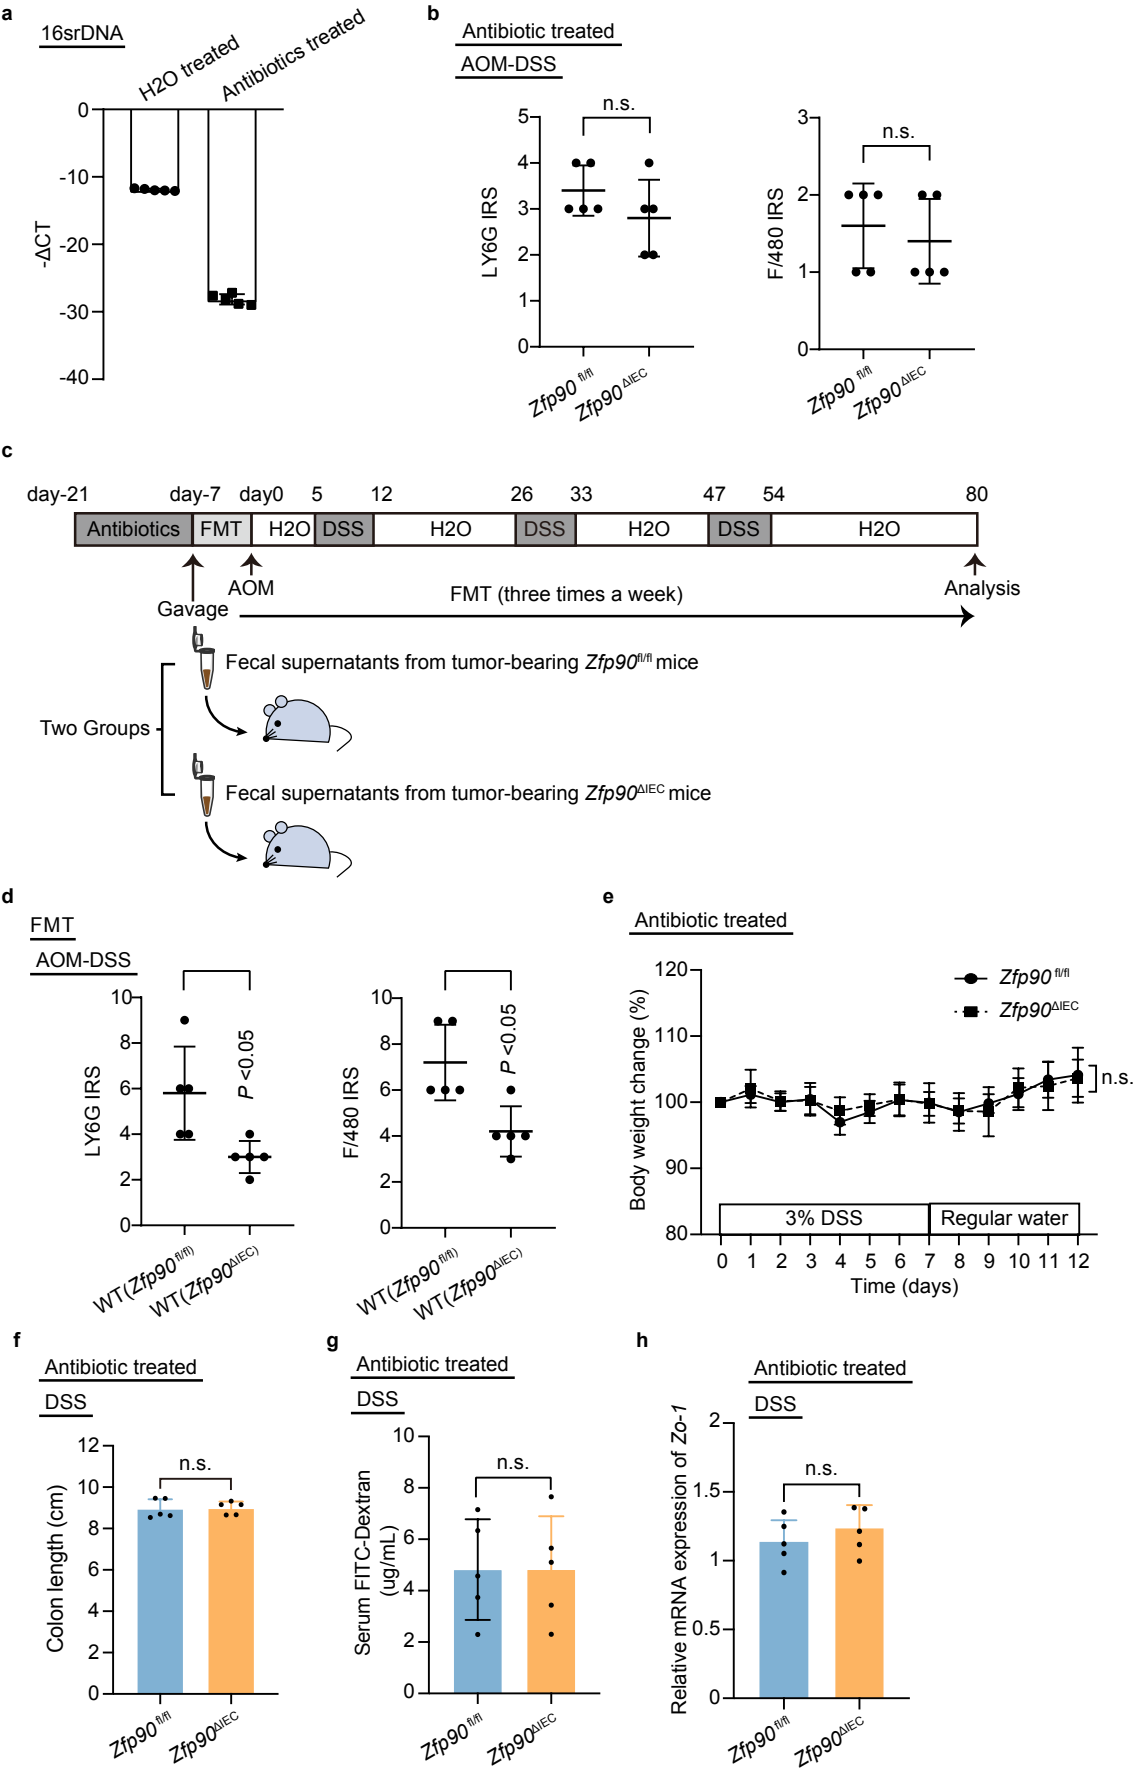

**Supplementary Figure 4**

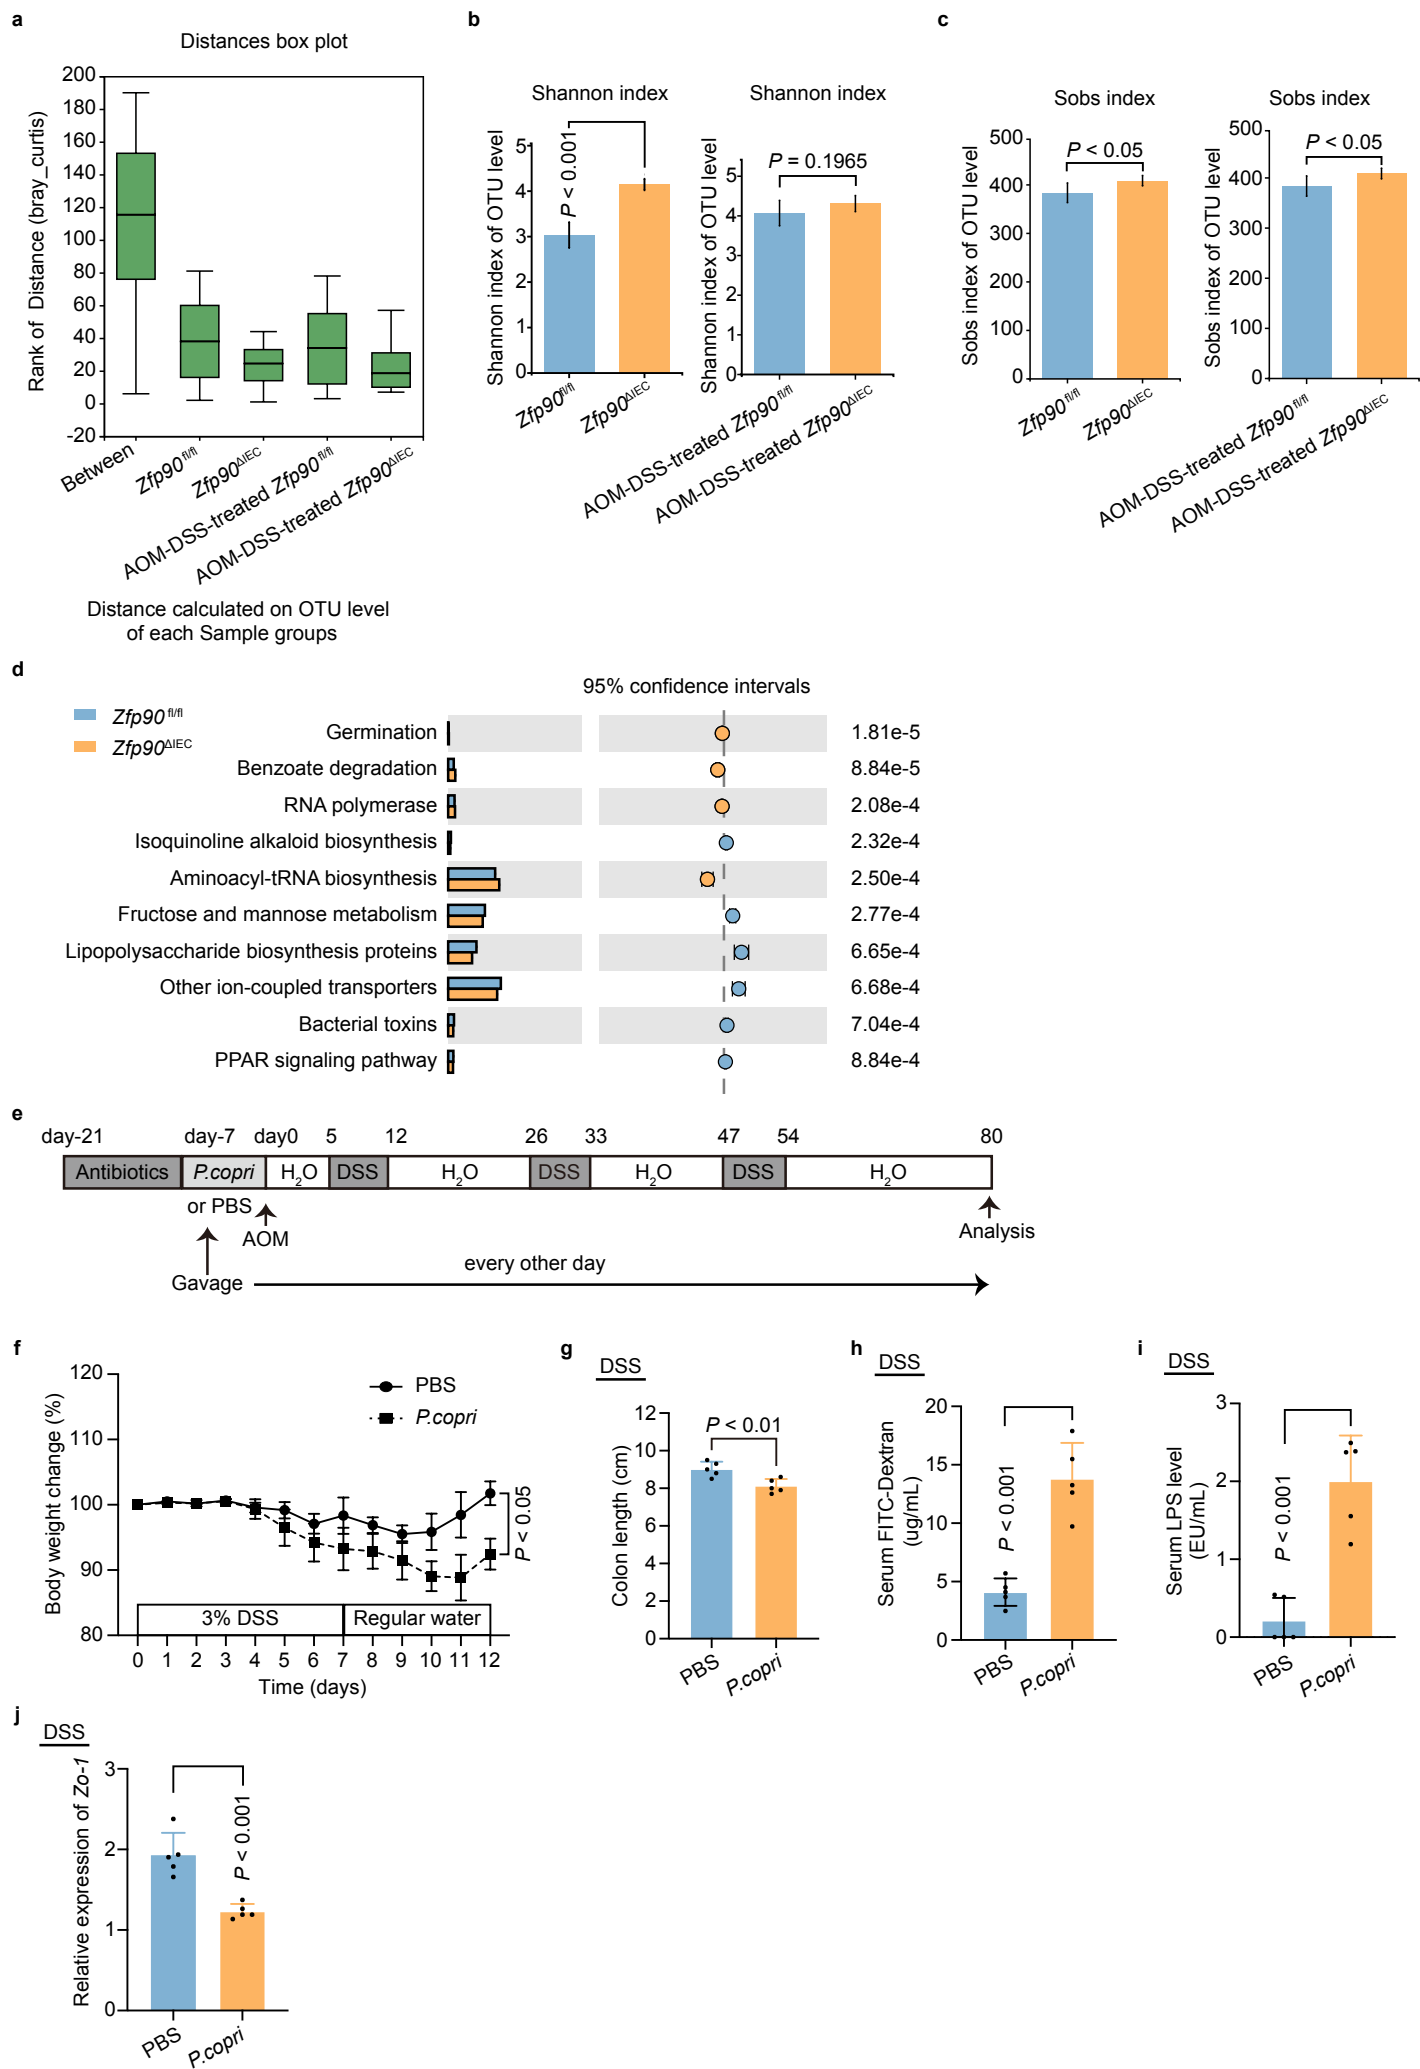

Supplementary Figure 5

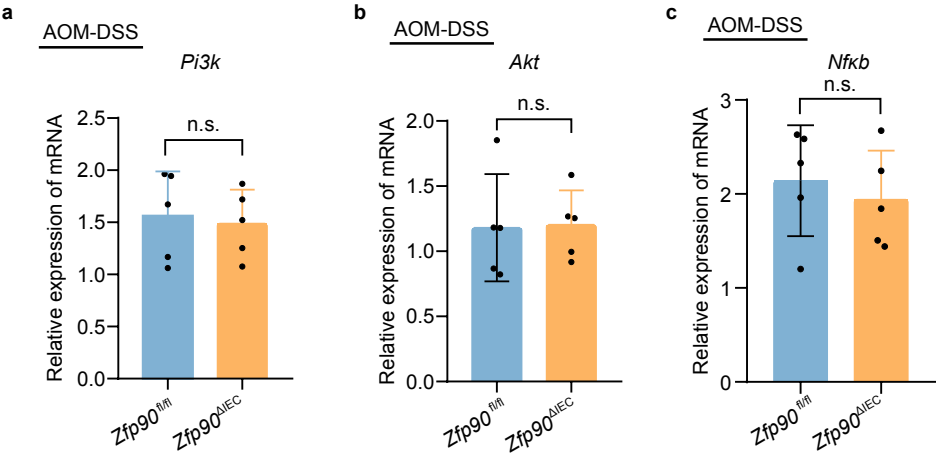

**Supplement:** Supplemental Material

How the deposited data were processed for this re-analysis (not part of the article)

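RNA-seq of the colon epithelium was analysed in 6 samples, 3 from *Zfp90* fl/fl mice and 3 from *Zfp90* ΔIEC mice, all after AOM-DSS treatment. The samples were grouped by genotype as the paper and the sample labels give it. For 2 of the *Zfp90* ΔIEC samples the genotype field of the labels names a different gene number, and they were taken as *Zfp90* ΔIEC from their titles and the paper.

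The authors sequenced paired-end reads of 150 bp, mapped them with TopHat and estimated expression with Cuffdiff at default options, and they deposited an FPKM per gene in a file per sample. The methods name a human genome for this step, while the files list mouse gene identifiers. Of the 52550 genes listed, 52403 had a symbol in the annotation of GRCm38 and 147 had none. The unit follows from the methods and from the values, since the files do not name it.

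From the deposited FPKM, values were transformed to log2(FPKM + 1). Genes with at least 1 FPKM in at least 3 samples were tested, 11564 in all, with limma (version 3.58.1, linear model with an intensity trend in the empirical Bayes step) and Benjamini-Hochberg adjustment in R 4.3.3, with a threshold of an adjusted p under 0.05. The design had been written for counts or for normalized values, and the second form was used. Genes below the filter that the text names take their statistics from the same test without the filter. Gene lists were tested with fgsea (version 1.28.0) and with camera at an inter-gene correlation of 0.01. Single sums were tested with an exact permutation of genotype over 10 splits, whose smallest p is 0.1. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

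Replicate numbers 1, 2 and 3 in both genotypes come from the sample labels, and a fit with this number as a block is given beside the fit without it. What mice with the same number share is not stated in the paper, and no other pairing was fitted, so the block may be arbitrary. Mice of each genotype were housed apart after weaning according to the paper, so that cage and genotype cannot be told apart.

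Depth is not given by the files. Where a gene has a single transcript, its low values rise in steps of 1 fragment, and the size of the step gave an estimate of between 25.6 and 28.6 M fragments per sample, with 58.4% to 62.9% of the values examined lying within 10% of a whole step. The estimated fragments of a gene are its FPKM times this depth and the median length of its annotated transcripts. That median was 689 bp over 3 transcripts for *Il1b*, for example. With a longer transcript the estimate would be higher, so the estimates, also those given to voom, may be too low. By this estimate many immune genes rest on fewer than 10 fragments, and a value listed at 0 cannot be told from a low one.

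The test was tried on simulated data with the means and the spread of each of the 11564 genes. Of 200 genes changed 2-fold, 91% were recovered with their direction, 87% in the fit with the block, with 16 calls among unchanged genes and 0 calls when no gene was changed. These shares were not split by expression level, so they do not give the power of the test for genes of low FPKM. Genes below the filter were not simulated, and most of the heatmap genes lie there. The spread in this simulation was first smoothed across genes, and each gene's own SD, a harder case, was used after that first outcome was seen.

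The gene lists, the rule for the genes to be named and a first group of alternatives were fixed before the data were examined. The genes named are the deleted gene, the genes of Figure 2g, Figure 5d and the paper's text, and, among genes past the threshold without overlap and with a mean of at least 5 FPKM, the 5 largest rises and the 5 largest falls. Full statistics are printed for *Il17a*, *Il1b* and the 3 other genes of largest change in each heatmap. Other genes named in the closing part were chosen after their values were seen.

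The first group of alternatives held a pseudocount of 0.1, no filter, quantile normalization, median ratio scaling, the replicate block, leaving out each sample, a stricter threshold, and for lists and distances another ranking, scaling or gene choice. Alternatives chosen after values were seen were a filter at 0.1 FPKM, voom on estimated fragments, and removal of each sample's trend on GC content and transcript length, without and with the block. For the marker lists, no filter, quantile normalization and median ratio scaling were also added then, as was the adjustment over a heatmap list alone without the filter. GC content and length were known for 11552 of the genes tested. Further choices also changed after a first outcome was seen. When a sample is left out, the filter was first recomputed on the remaining 5 samples and later kept as in all 6, and both are reported. The odds ratio for cytokine genes first had 0.5 added to each cell and later had nothing added, and both are reported. The leukocyte sum was also taken without 3 genes after their values were seen, and both are reported.

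The KEGG and Gene Ontology sets were not used here. The PCR, western blot, staining and microbiota experiments of the paper were not analysed here. The result of a gene named by the rule above is not reported here.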

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

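The tests of GC content and length, of the weight of a few genes, of gene families, of the region around *Zfp90*, of RNA from leukocytes and of the sample labels were chosen only after the 10 genes described here were known.

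Strong changes appeared in 10 genes that the paper does not discuss. *Reg3b* (log2 fold change -4.70), *Reg3g* (-3.79), *Clca4b* (-3.42), *Mcpt1* (-2.76) and *Duox2* (-1.36) were lower in the *Zfp90* ΔIEC mice, and *Mt1* (2.74), *Cyp2c55* (2.12), *Rell1* (1.89), *Gpt* (0.76) and *Ces2a* (0.72) were higher. Every one of the 10 had an adjusted p under 0.05 in limma and no overlap between the 3 and 3 samples, both of which the rule that chose them required. The adjusted p was 0.0434 for *Reg3b*, *Reg3g*, *Clca4b*, *Gpt* and *Ces2a*, 0.0137 for *Duox2*, 0.00823 for *Cyp2c55*, 0.00271 for *Mcpt1*, 5.2e-04 for *Rell1* and 3.4e-04 for *Mt1*. With the replicate block, 8 of the 10 passed, all but *Gpt* and *Ces2a*. With each sample left out in turn under the filter of all 6, 4 of the 10 passed in every fit: *Mcpt1*, *Mt1*, *Cyp2c55* and *Rell1*. *Duox2* passed in 5 of the 6 fits, and *Reg3b*, *Reg3g*, *Clca4b*, *Gpt* and *Ces2a* passed in 1 fit each, all in fits without the replicate block.

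Technical explanations were weighed for the 10 genes together. The authors' scaling is an unlikely source, since 10 of 10 stayed past the threshold in the same direction with quantile normalization and with median ratio scaling, and so is the weight of a few genes, since 10 stayed with each sample scaled to its total without its 10 highest genes. After each sample's trend on GC content and transcript length was removed, 9 stayed, and *Ces2a* moved to an adjusted p of 0.0517 in limma (over its alternatives from 0.0404 to 0.182) while its log2 fold change stayed at 0.72. *Ces2a* lay close to the threshold and lost it in 15 of its 21 alternatives. With the block and this removal together, 8 stayed. The summed FPKM of the gene family changed in the same direction without overlap for 8 of the 10. *Reg3b* and *Reg3g* had the same family sum, of which *Reg3b* made up most (means of 1172 of 1338 FPKM in the *Zfp90* fl/fl mice). That sum therefore cannot exclude *Reg3b* reads given to *Reg3g*. For *Clca4b* the sum with *Clca4a* had a log2 ratio of -0.24 and overlapped, while *Clca4a* alone had 0.80, so reads shared within this family could account for part of the change in *Clca4b*. For *Ces2a* the sum of 7 genes had a log2 ratio of 0.19 and overlapped, but the sum without *Ces2a* had 0.0976 and did not fall as shared reads would require. Of the genes tested within 20 Mb of *Zfp90*, which include *Mt1* and *Ces2a*, 16.3% had an unadjusted p under 0.05, against 14.6% of other genes, an odds ratio of 1.14 (Fisher's exact test, p = 0.427). *Zfp90* lay in the range of the other genotype in 0 samples, which speaks against exchanged sample labels.

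A comparison of ratios did not exclude RNA from leukocytes for the fall of *Duox2*. The mean FPKM of 4 of the 5 genes that fell, all but *Duox2*, decreased further than that of each leukocyte marker list, both with all markers and without *Ly6g*, *Lcn2* and *Cd14*. These lists hold markers of neutrophils, macrophages, T cells and B and plasma cells only. Other leukocytes were not tested, so their RNA is not excluded for any of the genes that fell. The changes therefore cannot be told apart from shared reads for *Clca4b* and *Reg3g*, or from a smaller share of leukocytes for *Duox2*. For all 5 genes that fell, a smaller share of leukocytes not tested here also remains open. Only ratios were compared, and neither the level of a gene nor the cells that express it were considered. The comparison therefore does not show leukocytes to be the source of *Duox2*. Genotype is a biological candidate source, but mice were housed by genotype, and the effect of cage was not tested.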

How the results depend on the processing

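The measure used to compare splits for cytokine genes, the filter at 0.1 FPKM, voom, the GC and length removal, the fixed filter for left-out samples, the marker lists without the filter, with quantile normalization and with median ratio scaling, and the adjustment over a heatmap list alone without the filter were chosen only after results were seen.

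The number of differentially expressed genes was 23 (15 lower, 8 higher). It was 13 with a pseudocount of 0.1 (9 lower, 4 higher), 15 without the filter (10 lower, 5 higher), 47 with the replicate block (28 lower, 19 higher) and 6 at the stricter threshold (3 lower, 3 higher). It was 25 with quantile normalization and with median ratio scaling. It was 31 with a filter at 0.1 FPKM (23 lower, 8 higher) and 33 with voom (20 lower, 13 higher), 21 with GC and length removed and 28 with this removal and the block. Of the 23 genes, 13 were shared with the pseudocount of 0.1, 5 with no filter, 18 with the block, 23 with median ratio scaling and 21 with quantile normalization. With a sample left out and the filter kept as in all 6, the number ran from 10 to 21 genes (lower from 3 to 13, higher from 5 to 10), and 6 of the 23 passed in all 6 fits. With the filter recomputed on 5 samples, which was run first, it ran from 8 to 18 (lower from 1 to 13, higher from 5 to 10), and 4 of the 23 passed in all 6 fits; without a *Zfp90* fl/fl sample only 16 of the 23 were then tested.

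Of the Figure 2g genes, 1 was past the threshold. The number was 2 without the filter and with voom, 3 with a filter at 0.1 FPKM, 3 over the list alone and 33 over the list alone without the filter. It was 1 with each sample left out and the fixed filter, and from 0 to 1 with the recomputed filter, under which *Il1b* was not tested in the 3 fits without a *Zfp90* fl/fl sample (1 gene at an unadjusted p under 0.05 in each). Of the Figure 5d genes, 0 were past the threshold (15 at an unadjusted p under 0.05 without the filter). The number was 1 without the filter and with voom, and 15 over the list alone without the filter. The direction of all 33 and all 15 genes was the same in the 10 alternatives run for it.

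The odds ratio of cytokine genes was 13.9, or 20.0 with 0.5 added to each cell. It was 24.4 with a pseudocount of 0.1, 35.4 without the filter, 20.99 with a filter at 0.1 FPKM and 16.1 with voom, each past the threshold, and 7.20 with the replicate block. With a sample left out it ran from 0 to 97.5, and the 0 came from the recomputed filter in the 3 fits without a *Zfp90* fl/fl sample. The neutrophil migration score was -1.63, ran from -1.75 to -1.06 with a sample left out (from -1.75 to -1.55 under the fixed filter), and was -1.22 without the genes of Figure 2g and -1.57 with the block. It was -2.59 without the filter, -2.47 with the filter at 0.1 FPKM, -2.22 with voom and -1.78 with genes ranked by log2 fold change. The score lost the threshold in the same 3 fits and without the genes of Figure 2g (permutation p = 0.208). The ratio of distances was between 1.07 and 1.18 in its alternatives. Its exact p was 0.2 in a fit that left out a *Zfp90* fl/fl mouse. Of the marker lists, 3 passed, 6 without the filter and from 2 to 3 with a sample left out.

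Some small values changed sign. The epithelium list ran from -0.0525 to 0.0236 with a sample left out and was 0.0147 with median ratio scaling. *Cdh1* ran from -0.0215 to 0.0281, and was 0.023 with median ratio scaling and 0.0203 with GC and length removed, and also with the block and this removal. *Ly6g* ran from -0.32 to 0.12 and *Akt2* from -9.5e-05 to 0.0572, and *Nfkb1* was 6.0e-04 with median ratio scaling. The cause was not tested. Among 46 results for single genes and lists, 754 of 857 values under alternatives kept direction and side of the threshold, 81 lost the threshold, 3 passed it and 19 changed sign.

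Other splits of the 6 samples were compared with the genotype split. It parts all 3 same-numbered pairs, as 4 of the 10 splits do, and the other 6 part 1 pair. Only the genotype split itself, 1 of the 4, reached as many differentially expressed genes, as many with the replicate block, as many Figure 2g genes, as many Figure 5d genes without the filter, as large a cytokine odds ratio and as large a neutrophil migration score. With 0.5 added to each cell, which was the first measure, 4 of the 4 and 10 of the 10 splits reached the cytokine odds ratio, and by the Fisher p 1 of the 4 did. The heatmap genes were chosen by the paper for a difference between these same genotypes, so their counts, 0 in every other split, show no stability, and the cytokine odds ratio was set against splits without a cytokine gene among the calls. For marker lists, 1 of the 4 and 2 of the 10 splits reached as many. Every other split still called between 1 and 5 marker lists, so such calls also arose with the genotypes mixed. No share under 0.05 is possible with 10 splits.

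Alternatives that need counts were not run because the files hold FPKM. The median of all genes moved by less than 0.1 between scalings. Depth limits the Figure 2g and Figure 5d genes, with medians of 1.79 and 2.34 estimated fragments in the *Zfp90* ΔIEC mice.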

Differences from the paper's values

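The values compared with the paper were numbers of genes lower in the *Zfp90* ΔIEC mice, about 33 in Fig. 2g and about 15 in Fig. 5d, read by eye. The numbers found here were 33 and 15, and no difference was counted between these numbers. The proliferation list described below was not among the values compared. It was higher in the *Zfp90* ΔIEC mice, where the paper reports a lower percentage of PCNA-positive tumor cells.

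The paper states milder inflammation from the genes of Figure 2g and a downregulated signaling pathway from those of Figure 5d. It also bases milder inflammation on real-time PCR, gene set enrichment and staining, and the pathway on KEGG analysis and western blots. The PCR, staining and blots were not analysed here, so the counts below concern the heatmap genes only. Here *Il1b* was the 1 gene of Figure 2g past the threshold, and 0 genes of Figure 5d were (15 at an unadjusted p under 0.05 without the filter). The filter left 3 of the 33 genes and 0 of the 15 to be tested, so that no gene of Figure 5d could pass. Among alternatives set before the data were examined, the test without the filter also called *Csf3r*, a gene of both figures, and so it did with quantile normalization and with median ratio scaling. Adjustment over the list alone called 3 genes of Figure 2g, *Il1b*, *Cxcr4* and *Ccl20*. Among alternatives chosen after the values were seen, a filter at 0.1 FPKM called *Il17a* and *Il1r2*, voom called *Csf3r*, and removal of GC and length trends without the filter called *Il17a* and *Csf3r*. Adjustment over the list alone, also chosen then for these settings, called 33 and 15 genes without the filter, 20 and 9 with the filter at 0.1 FPKM and 15 and 5 with voom.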

Other observations

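The tests of leukocyte RNA, of depth, of *Ly6g*, of *Hmgn5*, and of scaling and of GC content and length for the proliferation list were chosen only after the result was seen.

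A smaller share of leukocytes in the *Zfp90* ΔIEC preparations may account for some or all of the fall of the Figure 2g genes. Leukocyte markers outside Figure 2g, 48 genes, had a log2 ratio of summed FPKM of -0.566 without overlap, or -0.80 for 45 genes once *Ly6g*, *Lcn2* and *Cd14* were left out after their values were seen, against -1.84 for the Figure 2g genes. Neutrophil markers had a log2 ratio of -0.33 with overlap, or -3.36 without *Ly6g* and *Lcn2*. Macrophage markers had -0.80, or -0.59 without *Cd14*, B and plasma cell markers -2.22, and T cell markers -0.49 with overlap. *Ptprc* had -0.96. The markers as a whole, and those of macrophages and T cells, fell less than the Figure 2g genes did. Neutrophil markers without *Ly6g* and *Lcn2* and B and plasma cell markers fell further. The fall of the Figure 2g genes, in part or in full, therefore cannot be told apart from a change in the share of leukocytes. The same limit holds for the Figure 5d genes, 8 of which are in Figure 2g and whose summed FPKM had a log2 ratio of -1.39. Fewer fragments in the *Zfp90* ΔIEC samples are an unlikely source, as the mean estimated depth of the *Zfp90* ΔIEC samples was 1.02 times that of the *Zfp90* fl/fl samples.

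Of the marker lists tested with camera, the proliferation list was higher in the *Zfp90* ΔIEC mice, with a median log2 fold change of 0.39 (adjusted p = 8.9e-16, 0 of 15 genes lower, with 15 higher; adjusted p from 2.0e-17 to 6.6e-13 over its alternatives, 8.3e-14 with the replicate block). Its summed FPKM rose from 173 ± 5.66 (SD, n = 3) to 222 ± 13.1 (SD, n = 3), higher in 3 of 3 *Zfp90* ΔIEC samples than in each *Zfp90* fl/fl sample. The goblet list was higher by 0.28 (adjusted p = 3.6e-04, from 1.6e-05 to 0.00621 over its alternatives). The authors' scaling and GC content with length are unlikely to account for the proliferation list, whose median was at least 0.403 with quantile normalization and median ratio scaling and 0.391 with GC and length trends removed. Epithelium markers had a log2 ratio of summed FPKM of -0.04 with overlap. The direction is opposite to that of the PCNA-positive tumor cells, whose percentage the paper reports as lower in *Zfp90* ΔIEC mice. That percentage is of protein stained in tumors, while the values here are RNA of the colon epithelium. Whether dividing cells were more frequent or held more of these transcripts was not tested, so no biological reading is drawn. The macrophage list was lower by a median log2 fold change of -0.29 (adjusted p = 0.0152, from 6.9e-06 to 0.0864 over its alternatives), in 4 of 5 genes tested. Camera also called between 1 and 5 marker lists in every other split of the samples. Its adjusted p-values alone therefore do not tie a list to genotype.

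*Ly6g* was at 31.1 ± 11.8 FPKM (SD, n = 3) in the *Zfp90* fl/fl mice and 26.8 ± 5.62 FPKM (SD, n = 3) in the *Zfp90* ΔIEC mice, far above the other neutrophil markers. Its log2 ratio of -0.214 overlapped between genotypes, so RNA from neutrophils is an unlikely main source of this signal. Reads shared with Ly6 family genes could be a source, since 1 other member, *Ly6a*, was higher than *Ly6g* in every sample, but this could not be separated here.

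*Hmgn5* was listed at 0 in *Zfp90* ΔIEC replicate 1 and between 26.6 and 31.8 FPKM in the other 5 samples, and *Gm11914* was also listed at 0 there. The largest excess of a gene within 200 kb in that sample was 0.0402 FPKM, so reads given to a neighbour are an unlikely explanation. A failed estimate was not tested, and no biological explanation was tested.

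Genes of other experiments in the paper were measured in these samples too. None of *Pik3ca*, *Pik3cb*, *Pik3cd*, *Pik3cg*, *Pik3r1*, *Pik3r2*, *Akt1*, *Akt2*, *Nfkb1*, *Nfkb2*, *Rela* and *Relb* was past the threshold in any alternative run for it, with *Pik3cd* and *Pik3cg* tested without the filter. Unadjusted p-values were under 0.05 for *Relb* (0.00360) and *Nfkb2* (0.0130). The largest of these with the filter was *Relb* (log2 fold change -0.26, adjusted p = 0.131, from 0.120 to 0.327 over its alternatives). *Tlr4* was at -0.57 (adjusted p = 0.640, from 0.483 to 0.943), *Tjp1* at -0.09 (adjusted p = 0.579, from 0.485 to 0.829), *Cdh1* at -0.00479 (adjusted p = 0.975, from 0.862 to 0.997), and *Adgre1*, tested without the filter, at -0.13 (adjusted p = 0.394, from 0.334 to 0.611).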
